# Single nucleus RNA-sequencing defines unexpected diversity of cholinergic neuron types in the adult mouse spinal cord

**DOI:** 10.1038/s41467-021-22691-2

**Published:** 2021-04-30

**Authors:** Mor R. Alkaslasi, Zoe E. Piccus, Sangeetha Hareendran, Hanna Silberberg, Li Chen, Yajun Zhang, Timothy J. Petros, Claire E. Le Pichon

**Keywords:** Transcriptomics, Cellular neuroscience, Molecular neuroscience, Motor neuron, Spinal cord

## Abstract

In vertebrates, motor control relies on cholinergic neurons in the spinal cord that have been extensively studied over the past hundred years, yet the full heterogeneity of these neurons and their different functional roles in the adult remain to be defined. Here, we develop a targeted single nuclear RNA sequencing approach and use it to identify an array of cholinergic interneurons, visceral and skeletal motor neurons. Our data expose markers for distinguishing these classes of cholinergic neurons and their rich diversity. Specifically, visceral motor neurons, which provide autonomic control, can be divided into more than a dozen transcriptomic classes with anatomically restricted localization along the spinal cord. The complexity of the skeletal motor neurons is also reflected in our analysis with alpha, gamma, and a third subtype, possibly corresponding to the elusive beta motor neurons, clearly distinguished. In combination, our data provide a comprehensive transcriptomic description of this important population of neurons that control many aspects of physiology and movement and encompass the cellular substrates for debilitating degenerative disorders.

## Abstract (web summary)

The full heterogeneity and different functional roles of cholinergic neurons in the adult spinal cord remain to be defined. Here the authors develop a targeted single nuclear RNA sequencing approach and use it to identify an array of cholinergic interneurons, as well as visceral and skeletal motor neurons.

## Introduction

Cholinergic spinal cord neurons are essential for all aspects of motor control including voluntary contractions of the limbs and involuntary motions of internal organs. These cholinergic neurons can be divided into three main types: skeletal motor neurons, visceral motor neurons, and interneurons, with distinct functions in motor control^1^. The two types of motor neurons are particularly unusual as their cell bodies are located in the central nervous system and project to the periphery to connect the brain to the body. Skeletal motor neurons (MNs) innervate skeletal muscle to coordinate muscle contraction, drive locomotion, and mediate fine motor control. Pre-ganglionic autonomic neurons, or visceral MNs, project to autonomic ganglion neurons that in turn innervate smooth muscle and glands to control almost all physiological responses and organs of the body. The cholinergic interneurons are critical for the local spinal circuitry including regulating motor neuron excitability^2,3^. Together, these three neuronal classes comprise a relatively small population among all spinal cord cells that communicate to their target cells with the excitatory neurotransmitter acetylcholine. Previous work has shown that each of the three main classes can be divided into subtypes with specific properties and specializations^1^. However, the true diversity of spinal cholinergic neurons remains unknown.

One area of intense focus has been defining subtypes of skeletal MNs since the dysfunction of this class is a major component of several diseases. Clinically, it has become clear that some subtypes are more susceptible than others to degeneration. This is particularly striking in motor neuron diseases such as spinal muscular atrophy and amyotrophic lateral sclerosis (ALS) where select MNs degenerate while others are spared^4–7^. For example, among affected neurons in ALS, skeletal MNs innervating fast-twitch extrafusal fibers degenerate earlier than those innervating slow-twitch fibers^7,8^. Most mutations linked to ALS are in widely expressed genes, yet for unknown reasons MN subtypes are more susceptible to death than other cell types, leading to the idea that cell-intrinsic characteristics determine this vulnerability^7,9^. If so, a transcriptomic definition of skeletal motor neuron subtypes could unveil potential causes of cell-type susceptibility, define better markers for studying degeneration and provide strategies to selectively control gene expression in subsets of MNs.

With the recent advances in sequencing technologies, a few studies have transcriptionally profiled individual spinal cord neurons in development^10,11^ and in the adult^12^. But due to the technical approaches adopted, the rarity of cholinergic neurons among all spinal cord cells, as well as the large size of motor neurons, only a few cholinergic neurons have been successfully sequenced^11,12^. Here, we use a genetic strategy to permanently mark cholinergic nuclei in the adult mouse spinal cord and selectively enrich them for single-nucleus RNA sequencing (snRNAseq). This approach allowed us to systematically classify cholinergic neurons and generate an atlas of their transcriptional identities. Our results exposed an array of cholinergic interneuron subtypes and revealed significant molecular diversity amongst skeletal MNs, identifying targets for exploring their function. Most surprisingly, we discovered an extensive diversity of visceral motor neuron subtypes and defined their anatomic organization along the length of the spinal cord. Together, the data (available at www.spinalcordatlas.org) provide a detailed view of spinal cord cholinergic neuron types, identify molecular signatures for each, and provide insights into their normal physiological functions.

## Results

### Transcriptional profiling of adult mouse spinal cholinergic neurons

One goal of single-cell transcriptomics is to use the full transcriptome to define neuronal classes and identify diagnostic mRNA marker combinations, reflecting functional or anatomical distinctions between types of neurons. Nuclear RNA sequencing provides an important technical advance for single-cell profiling from tissues such as the spinal cord that are difficult to dissociate into single cells^12,13^. We selected a single nucleus RNA sequencing strategy for this reason, and to ensure the accurate and unbiased profiling of all types of motor neurons, including those of large diameter that is typically not viably captured using single-cell isolation^14^. An added advantage of the single nuclei preparation compared with single cells is that it is very rapid and therefore avoids transcriptional stress responses that can occur during tissue collection and dissociation, providing a more accurate baseline representation of cell classes^11,13,14^. However, even using snRNAseq^12^ very few cholinergic neurons were identified, reflecting their sparse representation in the spinal cord.

To selectively enrich for nuclei from spinal cholinergic neurons, we bred mice where cholinergic cells in the adult spinal cord were labeled using Chat-IRES-Cre. Our genetic strategy permanently marks their nuclei with a bright fluorescent protein attached to the nuclear envelope^15^ (Fig. 1). Whole tissue immunolabeling and clearing revealed bright nuclei throughout the spinal cord in the expected locations for cholinergic cells—ventral horn, lateral column, and intermediate zone (Supplementary Fig. 3c; Supplementary Movie 1), thus verifying our strategy. 

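Spinal cords of 12 mice aged 8 weeks, 6 male and 6 female, in which *Chat-IRES-Cre* switched on a GFP-tagged nuclear envelope protein, were pooled, 4 to a pool. Replicate 1 was a pool of 2 males and 2 females, replicate 2 a pool of males and replicate 3 a pool of females. Each pool was divided into cervical, thoracic and lumbar/sacral tissue, which makes 3 regions with 3 libraries each. The 3 libraries of a replicate therefore come from the same mice, and sex is confounded with the pool. The values used here are the authors' SCTransform-corrected counts of 21457 features in 16042 nuclei, with their labels for region, sex, class and cluster. Such corrected counts are model values rounded to whole numbers, and the correction brings the nuclei of a library to about the same total. The totals had a median of 7381 corrected counts per nucleus and a range of 3219 to 16554. Within a library the SD of the totals was 5.85 to 10.7% of their mean, whereas the library medians ran from 4712 to 16127. For each library, the corrected counts of a class or cluster were summed and scaled to a total of 1000000, called CPM from here on. Differences between groups were tested on the log2 of CPM plus 5 with limma, with libraries and not nuclei as replicates and p values adjusted after Benjamini and Hochberg. A gene was tested when it reached 10 CPM in at least 3 library sums. The share of nuclei with at least 1 corrected count of a gene was compared between groups of nuclei within each library by an exact two-sided sign-flip test over libraries, whose smallest p with 9 libraries is 0.00391. Shares of clusters were compared between regions by an exact permutation test over the 1680 assignments of the libraries to regions, whose smallest p is 0.00357.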

In order to be able to spatially map individual cells to different spinal cord regions, we dissected the spinal cords into 3 regions: cervical, thoracic, and lumbo-sacral, and processed them separately (Fig. 1). 

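The annotation lists from 1620 nuclei in cervical replicate 2 to 6948 in lumbar/sacral replicate 1. The number typed as cholinergic ran from 747 in cervical replicate 2 to 2825 in cervical replicate 1. The median number of genes with a corrected count in a cholinergic nucleus was 2241 in lumbar/sacral replicate 1, the lowest of the libraries, and 5012 in cervical replicate 2, the highest. Summed over its cholinergic nuclei, a library held between 9751375 and 19432614 corrected counts. Scrublet, applied to the corrected counts of each library, called 205 of the cholinergic nuclei (1.28%) as doublets. In visceral motor neurons (MNs), *Xist* was at 597, 759 and 592 CPM in the cervical, thoracic and lumbar/sacral libraries of the female pool and at 0.152, 1.66 and 0 CPM in those of the male pool. The mixed pool lay between, at 269, 270 and 216 CPM. *Uty*, a gene of the Y chromosome, was at 151, 135 and 141 CPM in the male pool and at 0.535, 0.898 and 0.995 CPM in the female pool. The quality filters on transcripts, genes and mitochondrial share were the authors' and were applied before the values used here.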

We next proceeded to isolate nuclei from frozen tissue, harvest GFP+ nuclei via fluorescence-activated cell sorting (FACS) (Supplementary Fig. 1), perform snRNA-Seq (see “Methods” section), and characterize a total of 34,231 single nuclei that met standard criteria (e.g., independent transcripts, number of genes, level of mitochondrial transcripts). Preliminary analysis revealed that the nuclei segregated into 38 distinct clusters (Supplementary Fig. 2a). 

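The authors' labels type 13223 nuclei as excitatory, 4966 as inhibitory and 16042 as cholinergic, which leaves 18189 outside the cholinergic group. Cholinergic nuclei made up 53.8% ± 6.75 of the nuclei of a cervical library (SD, n = 3 libraries), 52.7% ± 2.90 of a thoracic and 38.7% ± 1.40 of a lumbar/sacral library. The share typed as excitatory was 33.5% ± 4.93, 28.7% ± 4.05 and 47.9% ± 0.846 in the same order. *Snap25*, on chromosome 2 of GRCm38 from 136713453 to 136782428, had a corrected count in 99.2% ± 0.978 of skeletal MN nuclei (SD, n = 9 libraries), in 99.5% ± 0.959 of visceral MN nuclei and in 98.5% ± 2.33 of cholinergic interneuron nuclei. No group of nuclei that should lack *Snap25* was at hand to give a background for these shares, and the expression of the excitatory and inhibitory nuclei was not analysed here.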

Common cell type markers demonstrated that, while all of the nuclei were neuronal (*Snap25-*expressing, Supplementary Fig. 2c), 22 of the clusters were not cholinergic, reflecting excitatory or inhibitory neurons that had expressed *Chat-IRES-Cre*, either developmentally or due to leaky expression of Cre (Supplementary Fig. 2b–c, 3 a–b). 

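*Chat*, on chromosome 14 of GRCm38 from 32408203 to 32465989, had a corrected count in 88.8% ± 6.97 of skeletal MN nuclei (SD, n = 9 libraries), in 74.3% ± 12.9 of visceral MN nuclei and in 62.7% ± 13.0 of interneuron nuclei. These nuclei had been sorted by a *Chat*-driven label and typed as cholinergic, so no group that should lack the gene was at hand. The 2 lowest shares among I1 to I8 were 32.2% ± 8.54 in I2, and 15.5% ± 12.8 in I7 (n = 6 libraries with at least 10 nuclei of I7), followed by I8, which was left out of the comparisons below. The difference of I2 from I1, I3, I4, I5 and I6 together was -38.3 points, lower in 9 of 9 libraries (exact sign-flip test, p = 0.00391, adjusted p = 0.00663 over 95 comparisons of shares). For I7 it was -48.8 points, lower in 6 of 6 libraries (exact p = 0.0312, the smallest that 6 libraries allow). The median total was 7050 corrected counts per nucleus in I2 and 7059.5 in I7. In the authors' labels the 21 clusters hold from 160 nuclei (I7) to 2241 (S3). When the corrected counts were clustered again after the paper's methods (20 principal components, resolution 0.6), 26 clusters were found, with an adjusted Rand index of 0.808 against the authors' labels, where identical groupings give 1. The paper's merging of neighboring clusters was not repeated.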

After removal of contaminating non-cholinergic neurons, analysis of the 16,042 *Chat*-expressing nuclei identified 21 transcriptionally distinct subtypes (Fig. 2a; Supplementary Table 1), exposing considerably greater diversity for this class of neurons than the two groups of cholinergic neurons that had been previously described^11^. However, we did not observe any sex-specific differences among cholinergic neurons (Supplementary Fig. 4).

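Each sex is a single pool of mice in 3 libraries, so a difference between the sexes cannot be told apart from a difference between these pools. With region as a term and the mixed pool left out, limma called 7 of 9660 genes between male and female skeletal MNs, 5 of 9744 in visceral MNs and 5 of 9594 in interneurons. Without adjustment, 1195, 1388 and 1327 genes had a p under 0.05. The calls were *Xist*, higher in the female pool, and *Uty*, *Eif2s3y*, *Kdm5d* and *Ddx3y* of the Y chromosome, in each class. In skeletal MNs *Tsix* and *Gm4425* were called besides, and *Ddx3y* and *Gm4425* are named there after their values were seen. In visceral MNs the limma log2 fold change, male against female, was -6.87 (standard error 0.10, adjusted p = 0.00021) for *Xist* and 4.66 (standard error 0.13, adjusted p = 0.00242) for *Uty*. The counts rested on single libraries: without the male cervical library they were 1314, 362 and 1251 in skeletal MNs, visceral MNs and interneurons, and without the female cervical library 1329, 425 and 1331. Without the male thoracic library they were 1, 1 and 1, without the female thoracic library 5, 2 and 2, without the male lumbar/sacral library 1, 0 and 1, and without the female lumbar/sacral library 0, 0 and 0. Without any male library *Uty* cannot reach 10 CPM in 3 sums, and without any female library *Xist* cannot. These genes were then not tested, so part of the fall in these counts follows from the filter. Of the shares of the 21 clusters, none was called between the sexes by an exact permutation test that exchanged the pools within regions (0 with a p under 0.05 before adjustment). With 8 such assignments that test cannot give a p under 0.25. The lowest p, for I6, was at this limit.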

**Fig. 1:**
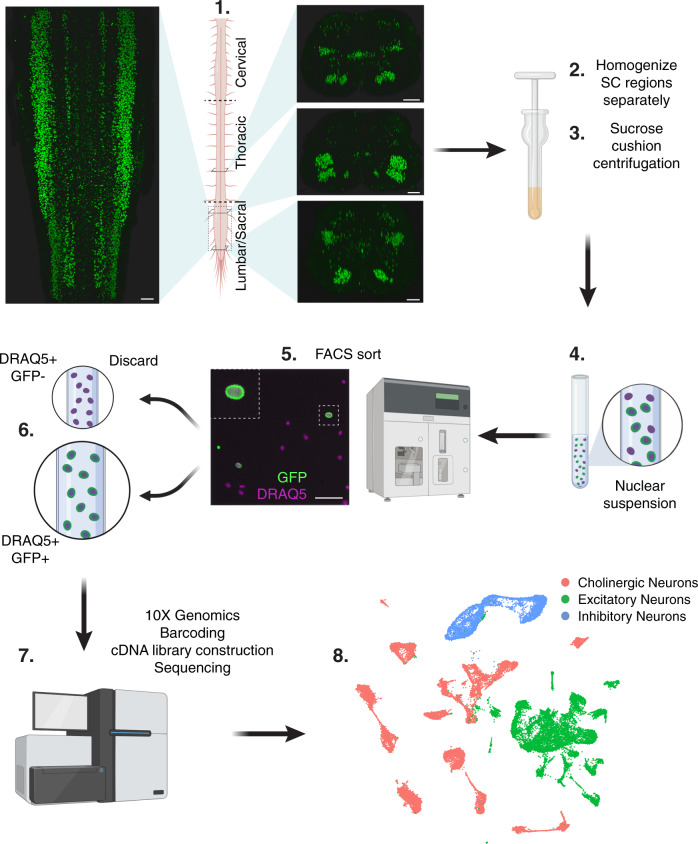
Strategy for single nucleus RNA sequencing of spinal cord cholinergic neurons. Spinal cords were extruded from Chat-IRES-Cre::CAG-Sun1-sfGFP mice and separated into 3 regions (Cervical, Thoracic, and Lumbar/Sacral) that were processed separately (1). Image from a whole cleared spinal cord (SC) immunolabeled for GFP (Supplementary Movie 1). Tissue was lysed (2) and nuclei were isolated by density gradient centrifugation (3). Nuclear suspensions (4) were sorted using fluorescent-activated cell sorting (FACS) (5) to select singlet GFP-positive DRAQ5-positive nuclei (6) that were processed for single nucleus RNA sequencing using the 10X Genomics Chromium platform (7). Single nucleus cDNA libraries were sequenced together on an Illumina HiSeq (7), then analyzed (8). Figure created with BioRender.com. Scale bars, (1) 200 µm, (5) 50 µm.

**Fig. 2:**
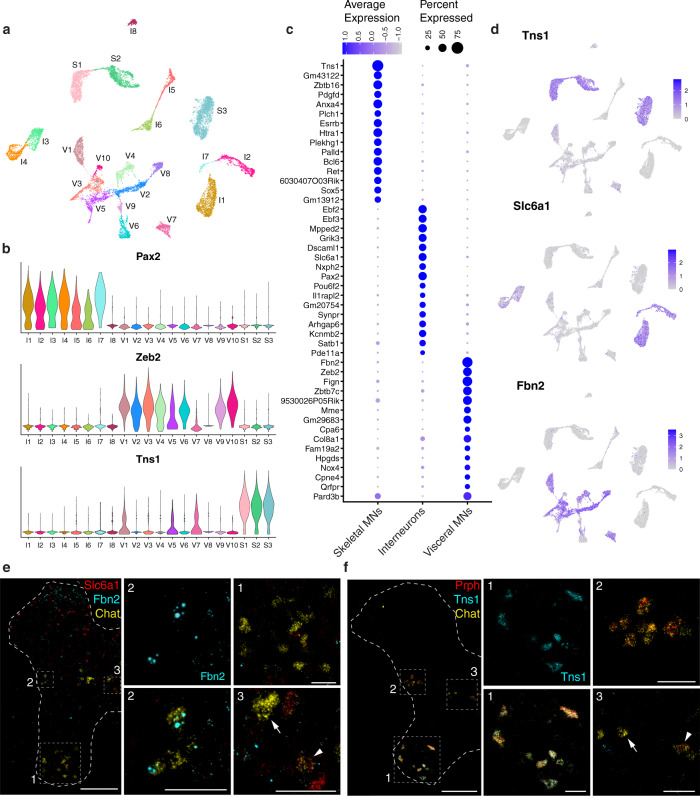
Classification of cholinergic neurons reveals the extensive diversity of motor neurons and interneurons. **a** UMAP of all 16,042 cholinergic nuclei showing 21 distinct clusters. **b** Expression of marker genes for cholinergic interneurons (*Pax2*), visceral MNs (*Zeb2*), and skeletal MNs (*Tns1*) in the 21 cholinergic clusters. **c** Dot plot showing the top 15 marker genes for each main cholinergic subtype. **d** Feature plots depicting expression of the top novel marker gene for each cholinergic subtype. **e** RNAScope for novel marker genes for a subset of interneurons (*Slc6a1*, red) and visceral MNs (*Fbn2*, cyan) co-expressing with *Chat* (yellow). Interneurons in the intermediate zone (box 3) are double positive for *Slc6a1* and *Chat* (arrowhead) or only express *Chat* (arrow); visceral MNs in the lateral horn (box 2) are double positive for *Fbn2* and *Chat*, and skeletal MNs in the ventral horn (box 1) are only *Chat*+. **f** ISH for novel marker gene *Tns1* (cyan) highlights skeletal MNs, showing restricted localization to the ventral horn and co-expression with Chat in cells with the distinctive cell body shape of skeletal MNs. Co-labeling with *Prph* (red) and *Chat* (yellow) highlights skeletal MNs in the ventral horn (box 1) that are triple positive, visceral MNs in the lateral horn (box 2) that are double positive for *Chat* and *Prph*, and interneurons in the intermediate zone (box 3) that are only positive for *Chat* (arrow) or occasionally double-positive for *Chat* and *Prph* (arrowhead). **e**, **f**: thoracic spinal cord; all images are merged for the 3 colors except for *Fbn2* and *Tns1*, shown alone, as marked. Full single-color images and merges are shown in Supplementary Fig. 6. Low magnification image scale bars, 200 µm. High magnification scale bars, 50 µm.

### Classification of main cholinergic neuron types

How do the 21 distinct transcriptomic classes of cholinergic neurons relate to the 3 major categories of spinal neurons? At the most basic level, the distribution of published markers for these cells in our data should help define the roles of the diverse clusters. Moreover, skeletal motor neurons, cholinergic interneurons, and visceral motor neurons each reside in distinct locations within the spinal cord (Fig. 1; boxed areas in Fig. 2e–f; Supplementary Fig. 3c)^16–18^. Skeletal motor neurons are exclusively located in the ventral horn, with axons that exit via the ventral roots to innervate and control the skeletal muscles of the body. Cholinergic interneurons, as modulators and regulators of neuronal activity, are small neurons found primarily around the central canal and the intermediate zone^2,19^. Visceral pre-ganglionic motor neurons are localized to the lateral column of the spinal cord and project to the ganglion neurons, which in turn innervate cardiac and smooth muscles for organ control^20,21^. We reasoned that, if molecular markers for each subgroup could be identified, their expression pattern in the spinal cord should be diagnostic.

We began by exploring the expression of several molecules previously assigned to subtypes of cholinergic neurons and found these markers mapped to specific clusters of neurons (Fig. 2b). Spinal motor columns are specified during development and can be distinguished by the expression of marker genes in the embryo^1^. However, many of these embryonic markers were either undetected, only lowly expressed, or non-specific to particular cholinergic subtypes in our dataset, suggesting the expression pattern of most of these genes is not maintained in the adult once development is complete (*Alcam*, *Foxp1*, *Isl1*, *Isl2*, *Lhx3*, *Mnx1*; Supplementary Fig. 14). Nonetheless, some markers identified in development proved useful in our analysis. For example, *Pax2*, a well-established marker for cholinergic interneurons^22^, was highly expressed in 7 clusters that we renamed I1-I7. 

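Over the 9 libraries, the median total per nucleus was 7393 corrected counts in skeletal MNs, 7519 in visceral MNs and 6986 in interneurons. *Isl1*, on chromosome 13 of GRCm38 from 116298281 to 116309689, had a corrected count in 38.2% ± 13.3 of skeletal MN nuclei (SD, n = 9 libraries), 14.4% ± 7.19 of visceral MN nuclei and 0.411% ± 0.295 of interneuron nuclei. Between visceral and skeletal MNs its share fell by 23.9 points (lower in 9 of 9 libraries, exact sign-flip p = 0.00391, adjusted p = 0.00663). With every nucleus thinned to 4600 corrected counts these shares were 24.6%, 10.2% and 0.412%. *Alcam* was found in 62.4% ± 11.8, 35.9% ± 8.06 and 75.2% ± 6.66 of skeletal MN, visceral MN and interneuron nuclei, and *Foxp1* in 61.2% ± 12.9, 76.8% ± 6.48 and 51.8% ± 13.5. *Mnx1* was found in 7.99% ± 3.36, 2.10% ± 1.28 and 0.0831% ± 0.103 in the same order. *Isl2* was found in 3.44% ± 1.76, 0.393% ± 0.441 and 0.0101% ± 0.0302, and *Lhx3* in 0.788% ± 0.548, 0.0952% ± 0.112 and 0.592% ± 0.396. The difference of *Lhx3* between skeletal MNs and interneurons was within the spread of the libraries (0.196 ± 0.689 points, exact p = 0.418, adjusted p = 0.432). By limma, each class against the mean of the others, the log2 fold change in skeletal MNs was 2.40 for *Isl1* (adjusted p = 1.26e-09), 1.21 for *Mnx1* (adjusted p = 1.02e-10) and 0.10 for *Alcam* (adjusted p = 0.593). *Foxp1* had its highest limma fold change in visceral MNs, at 1.36 (adjusted p = 2.95e-12). *Isl2* and *Lhx3* were below the CPM minimum and were not tested. Of the 95 comparisons of shares, 76 had an adjusted p under 0.05 and 77 a p under 0.05 before adjustment. Without replicate 1 the number was 0, without replicate 2 it was 71 and without replicate 3 it was 0, where the 6 libraries left cannot give a p under 0.0312.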

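*Pax2*, on chromosome 19 of GRCm38 from 44756045 to 44837871, had a corrected count in 52.0 to 92.2% of nuclei of I1 to I7 on average over libraries, with I6 the lowest and I7 the highest. In I8 the share was 4.50% ± 3.25 (SD, n = 8 libraries). It was 5.86% ± 8.31 in skeletal MNs and 2.61% ± 3.32 in visceral MNs (n = 9), which should lack the gene, so that the share in I8 is at the background. I1 to I7 together exceeded I8 by 67.3 ± 7.39 points, in 8 of 8 libraries (exact sign-flip test, p = 0.00781, adjusted p = 0.0111). Interneurons against the mean of the MN classes gave a log2 fold change of 4.48 (standard error 0.13, adjusted p = 3.33e-17) for *Pax2* with limma. In all, 375 of 11292 genes were at least 1 higher on the log2 scale in interneurons at an adjusted p under 0.05. When only genes with at least 10 corrected counts in every library sum were kept, 197 genes were called. The authors drew the clusters from the same nuclei, so these tests describe the labels and are not independent of them.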

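*Mpped2*, which encodes a metallophosphoesterase domain protein, lies on chromosome 2 of GRCm38 from 106693269 to 106868356. It had a corrected count in 97.8% ± 4.04 of the nuclei of I8 (SD, n = 8 libraries, median total 7398). The lowest share among I1 to I7 was 53.4% ± 15.8 in I7 and the highest 88.5% ± 10.0 in I6. In skeletal MNs it was 14.6% ± 12.3 and in visceral MNs 5.38% ± 4.57. I8 exceeded skeletal MNs by 87.2 ± 6.07 points and visceral MNs by 93.8 ± 4.49 points, each in 8 of 8 libraries (exact sign-flip test, p = 0.00781). The level was 766 ± 171 CPM in I8, against 20.8 ± 9.61 in skeletal and 7.67 ± 3.59 in visceral MNs. The log2 fold change of interneurons against the MN classes was 3.90 (standard error 0.12, adjusted p = 9.34e-17) with limma.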

One small cluster, I8, expressed *Mpped2*, a gene shared with all other interneuron clusters (Fig. 2c; Supplementary Fig. 5c) but not the motor neurons. Therefore, although they were not *Pax2*-positive, we suspect I8 represents a rare type of cholinergic interneuron. 

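*Zeb2*, on chromosome 2 of GRCm38 from 44983632 to 45117395, had a corrected count in 67.8% ± 20.5 of visceral MN nuclei (SD, n = 9 libraries), in 8.31% ± 12.5 of skeletal MN nuclei and in 3.92% ± 2.21 of interneuron nuclei. The difference between visceral and skeletal MNs was 59.5 ± 20.4 points, in 9 of 9 libraries (exact sign-flip p = 0.00391). Among visceral clusters the share was 96.8% ± 4.10 in V9 and 96.2% ± 5.59 in V1, but 49.9% ± 17.4 in V5 and 21.8% ± 8.05 in V7. By region, it was 82.8% ± 5.02 of visceral MN nuclei in cervical, 79.6% ± 3.6 in thoracic and 41.0% ± 5.12 in lumbar/sacral libraries (n = 3 each, exact permutation test of lumbar/sacral against the rest, p = 0.0119, the smallest that the 84 groupings allow). With limma, visceral MNs against the other classes gave a log2 fold change of 4.84 (standard error 0.21, adjusted p = 3.32e-14). A total of 432 genes were called as higher in visceral MNs, and with a pseudocount of 20, chosen after seeing the data, 191.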

Meanwhile, *Zeb2*, a marker for visceral motor neurons^23^, was most highly expressed in neighboring clusters we named V1–V10. Notably, one cluster of presumptive visceral MNs based on its location in the UMAP, V8, had undetectable *Zeb2* expression, but instead shared expression of the gene *Fbn2* with the other visceral clusters, identifying this gene as a more general candidate marker for visceral MNs (Fig. 2c–d; Supplementary Fig. 5c). To test this prediction, we examined the expression of this gene in spinal cord sections using multiplexed fluorescent in situ hybridization (ISH; Fig. 2e; Supplementary Fig. 6c) relative to all cholinergic neurons (*Chat*+) and most inhibitory neurons (*Slc6a1*+). 

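V8 held 467 nuclei, with a median total of 4971 corrected counts, the lowest of the 21 clusters, and nearly all lay in lumbar/sacral libraries. *Zeb2* had a corrected count in 2.68% ± 1.25 of V8 nuclei (SD, n = 3 lumbar/sacral libraries). In the same libraries the difference from skeletal MNs, which should lack *Zeb2*, was -2.53 ± 2.07 points. *Fbn2*, on chromosome 18 of GRCm38 from 58008623 to 58210487, had a corrected count in 99.1% ± 0.0349 of V8 nuclei and exceeded skeletal MNs there by 88.3 ± 2.37 points, in 3 of 3 libraries, a number that gives no exact sign-flip p under 0.25. Over all visceral MNs the share was 84.6% ± 8.77 (SD, n = 9), with the lowest values in V6 (45.5% ± 26.9) and V9 (51.4% ± 10.4). It was 14.4% ± 11.4 in skeletal MNs and 5.58% ± 2.16 in interneurons. In CPM, the levels were 634 ± 330.2 in visceral MNs, 21.8 ± 8.13 in skeletal MNs and 10.1 ± 4.62 in interneurons, a log2 fold change of 4.89 (standard error 0.11, adjusted p = 3.01e-18) with limma. From the absence of *Zeb2* and the shared *Fbn2*, the paper proposes *Fbn2* as a more general marker of visceral MNs.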

Notably, *Fbn2* expression localized to a small group of *Chat*+/*Slc6a1*− neurons in the lateral column of the spinal cord where visceral MNs reside, confirming the value of *Fbn2* in identifying the majority of visceral motor neurons (Fig. 2d, e; Supplementary Fig. 12).

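In the clusters S1, S2 and S3 together, *Pax2* was at 7.03 ± 4.73 CPM (SD, n = 9 libraries), against 211 ± 35.3 CPM in interneurons. *Zeb2* was at 12.6 ± 16.1 CPM there, against 387 ± 138 CPM in visceral MNs. S1 holds 1528 nuclei, S2 1285 and S3 2241.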

By default, the remaining three clusters lacking *Pax2* or *Zeb2* must include skeletal MNs, for which selective markers were not known. These clusters account for a significant fraction of cholinergic neurons (Supplementary Fig. 5b). 

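S1, S2 and S3 hold 9.53, 8.01 and 14.0% of the cholinergic nuclei, together 5054 nuclei or 31.5%. By region the share of the 3 clusters together was 32.7% ± 9.61 in cervical libraries (SD, n = 3 each), 23.5% ± 13.8 in thoracic and 35.5% ± 5.01 in lumbar/sacral libraries, a difference within the spread of the libraries (exact permutation test over 3 regions, p = 0.432).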

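*Tns1*, which encodes tensin 1, lies on chromosome 1 of GRCm38 from 73910231 to 74124449. It had a corrected count in 90.2% ± 8.58 of skeletal MN nuclei (SD, n = 9 libraries), 19.9% ± 5.67 of visceral MN nuclei and 4.41% ± 1.89 of interneuron nuclei. Skeletal MNs exceeded visceral MNs by 70.3 ± 11.7 points and interneurons by 85.8 ± 8.43 points, each in 9 of 9 libraries (exact sign-flip p = 0.00391). The share in visceral MNs was above that in interneurons also with nuclei thinned to equal totals (12.8% and 2.41%). In CPM the levels were 381 ± 61.3 in skeletal MNs, 31.3 ± 3.46 in visceral MNs and 5.90 ± 2.16 in interneurons. The log2 fold change of skeletal MNs against the other classes was 4.28 (standard error 0.06, adjusted p = 2.81e-22), the lowest p of the 626 genes that limma called as higher in skeletal MNs. With a pseudocount of 20, chosen after seeing the data, 305 genes were called. Over pooled nuclei *Tns1* was found in 91.4% of skeletal MNs and in 12.0% of the other nuclei, which match the paper's Supplementary Data 1. *Prph*, at 71.2% ± 10.4 of skeletal MN nuclei, was also found in 47.7% ± 17.9 of visceral MN nuclei and in 4.49% ± 1.52 of interneuron nuclei.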

Notably, the gene *Tns1* was strongly expressed in all three clusters and was essentially absent from other types of cholinergic neurons (Fig. 2b–d). ISH demonstrated that *Tns1* is robustly and selectively expressed in a group of large neurons in the ventral horn of the spinal cord, exactly where the cell bodies of skeletal MNs are located (Fig. 2f; Supplementary Fig. 6b, d). The *Tns1*-positive neurons invariably co-expressed two well-characterized markers of cholinergic neurons, *Chat* and *Prph*^24,25^ (Fig. 2f; Supplementary Fig. 6a, b), confirming that *Tns1*-positive cells are indeed skeletal MNs. Moreover, all *Chat*-positive neurons in this area of the ventral horn co-expressed *Tns1*, thereby defining *Tns1* as a selective marker for skeletal MNs. In combination, these data also demonstrate that the three clusters S1–S3 represent transcriptomically distinct classes of this important type of motor neuron.

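Between S1 and S2, limma called 600 of 11465 genes with a log2 fold change of at least 1 in either direction, 229 of them higher in S1. Between S1 and S3 it called 611, of which 315 were higher in S1, and between S2 and S3 931, of which 554 were higher in S2. Each library gave all 3 clusters and entered the fit as a term. These numbers depended on the weight of genes with low values: among genes with at least 10 corrected counts in every library sum, 179, 208 and 312 were called. Since S1, S2 and S3 were drawn by clustering the same nuclei, a difference between them is built in. The paper concludes that the 3 clusters are distinct classes of skeletal MNs.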

### Skeletal motor neurons

Skeletal muscle is composed of extrafusal fibers, which generate force for locomotion, and intrafusal fibers, which contain muscle spindles that detect muscle stretch and facilitate contraction. Three subtypes of skeletal MNs innervate skeletal muscle including well-characterized alpha and gamma subtypes with distinct electrophysiological properties, and a third less well-defined class, beta^26^. Alpha motor neurons have a large cell body diameter and exclusively innervate extrafusal muscle fibers and drive muscle contraction. Gamma motor neurons innervate intrafusal fibers, regulating muscle spindle sensitivity to stretch. Beta motor neurons are thought to innervate intrafusal, as well as extrafusal muscle fibers and to share properties with both alpha and gamma MNs^27,28^. Although the size, presence, or absence of C-boutons and expression of markers (see below) are often used as proxies to assign MN subtypes, electrophysiology is required for definitive characterization. Ample evidence shows that motor neuron disease more severely affects some subtypes of skeletal MNs^5,7^. For example, in ALS, fast-firing alpha MNs that innervate fast fatigable muscle fibers are widely described to degenerate first, both in patients and in animal models^8,29,30^, while slow-firing alpha MNs and gamma MNs are more resistant^7,31^. Discovering specific markers for each skeletal MN type and subtype would shed light on this differential vulnerability, for example by facilitating their detection and allowing their manipulation in disease models.

We hypothesized that each of the three transcriptomic clusters S1–S3 (Fig. 2a, b, d) corresponds with one of the three functional types of skeletal motor neurons: alpha, beta, and gamma. Previous studies have defined *Rbfox3* as a selective marker for alpha MNs, and *Esrrg* and *Gfra1* for gamma MNs^32–34^. There are no known markers for beta MNs. Of the three clusters (S1, S2, S3), only cluster S2 strongly expressed *Rbfox3*, tentatively assigning to it the alpha MN identity (Fig. 3a). 

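*Rbfox3*, on chromosome 11 of GRCm38 from 118489762 to 118911597, encodes NeuN. It had a corrected count in 73.1% ± 18.8 of S2 nuclei (SD, n = 9 libraries, median total 7494), 38.2% ± 5.89 of S3 nuclei (median total 7323) and 25.2% ± 8.33 of S1 nuclei (median total 7413). S2 exceeded S1 by 47.9 ± 15.8 points and S3 by 34.8 ± 18.1 points, each in 9 of 9 libraries (exact sign-flip test, p = 0.00391). S3 also exceeded S1, by 13.1 ± 4.77 points, in 9 of 9 libraries. No cluster of these data can be taken to lack *Rbfox3*, so a background share cannot be given.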

Clusters S1 and S3 both expressed gamma markers *Esrrg* and *Gfra1*, with S3 showing slightly higher *Gfra1* expression (Fig. 3a), indicating S3 might represent gamma MNs. 

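*Esrrg* was at 1931 ± 272 in S1, 1004 ± 210.3 in S2 and 2056 ± 304 in S3 (CPM, SD, n = 9 libraries). It had a corrected count in 100.0% ± 0.126 of S1 nuclei, 97.2% ± 2.87 of S2 nuclei and 100.0% ± 0 of S3 nuclei, and in 59.0% ± 9.65 of visceral MN nuclei and 80.8% ± 11.2 of interneuron nuclei. By limma it was higher in S1 than in S2 by a log2 fold change of 0.96 (adjusted p = 2.34e-09), and the change of S2 against S3 was -1.05 (adjusted p = 1.89e-10). *Gfra1* was at 381 ± 57.5 in S1, 488 ± 135 in S2 and 742 ± 103 in S3 CPM. Its share was 92.3% ± 5.41 of S1 nuclei, 94.5% ± 5.21 of S2 nuclei and 98.8% ± 1.38 of S3 nuclei, against 37.5% ± 12.3 in visceral MNs and 42.9% ± 7.91 in interneurons. S3 exceeded S1 by 6.49 ± 5.03 points, in 8 of 9 libraries (exact sign-flip test, p = 0.00781), while S1 and S2 differed by -2.22 ± 4.41 points (exact p = 0.172). The limma log2 fold change of *Gfra1* was -0.96 for S1 against S3, -0.66 for S2 against S3 and -0.30 for S1 against S2 (adjusted p = 3.5e-08, 1.07e-05 and 0.0301).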

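The log2 CPM profiles of S1, S2 and S3 were correlated within each library across 11465 genes, which are not independent replicates. Pearson's r was 0.905 ± 0.0316 (SD, n = 9 libraries) between S1 and S2, 0.922 ± 0.0191 between S1 and S3 and 0.880 ± 0.0324 between S2 and S3.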

S1 shared transcriptional similarities with both S2 (Fig. 3b) and S3 (Fig. 3a; Supplementary Fig. 7c–e). 

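Among further genes proposed for skeletal MN subtypes, *Wnt7a* had a corrected count in 23.2% ± 9.08 of S1, 2.57% ± 2.34 of S2 and 9.83% ± 3.29 of S3 nuclei (SD, n = 9 libraries). *Htr1d* was found in 58.2% ± 13.6 of S1, 3.54% ± 6.14 of S2 and 59.4% ± 14.2 of S3 nuclei, and S1 and S3 did not differ beyond the spread of the libraries (1.12 ± 7.39 points, exact sign-flip p = 0.652). *Vipr2* was found in 11.4% ± 4.26 of S1, 50.1% ± 20.9 of S2 and 5.39% ± 3.00 of S3 nuclei, S2 being higher than S1 in 8 of 9 libraries. *Spp1* was found in 1.82% ± 1.80 of S1, 17.0% ± 9.57 of S2 and 2.75% ± 1.55 of S3 nuclei, a difference between S2 and S3 of 14.2 ± 9.20 points. *Calca* was found in 1.01% ± 1.12 of S1, 7.62% ± 8.66 of S2 and 4.53% ± 2.86 of S3 nuclei. With limma, the log2 fold change of S1 against S2 was 2.25 for *Wnt7a*, 3.87 for *Htr1d*, -2.21 for *Vipr2*, -1.89 for *Spp1* and -1.05 for *Calca*. In visceral MNs, *Vipr2* had a corrected count in 1.18% ± 0.586 of nuclei, *Htr1d* in 1.43% ± 0.712, *Spp1* in 1.87% ± 1.11, *Calca* in 1.62% ± 1.17 and *Wnt7a* in 0.677% ± 0.603.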

Several other genes reported as markers of skeletal subtypes^35–37^ did not appear restricted to any one cluster by snRNAseq (Supplementary Fig. 7c–e), perhaps reflecting the sensitivity of the single nuclear sequencing approach.

**Fig. 3:**
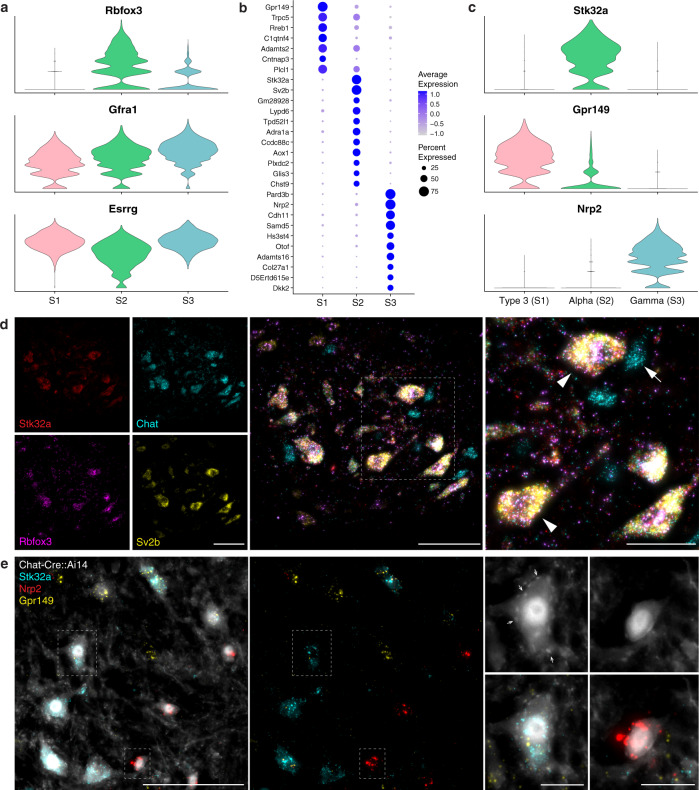
Novel markers for distinguishing alpha, gamma, and Type 3 motor neurons. **a** Expression of known alpha and gamma markers by skeletal clusters. **b** Dot plot for the top marker genes for each skeletal cluster, showing more shared expression between clusters S1 and S2. **c** Expression of novel and specific marker genes for each skeletal MN subtype. **d** ISH showing expression of novel alpha MN markers *Stk32a* (red) and *Sv2b* (yellow) co-expressed with known alpha marker *Rbfox3* (magenta) in large diameter *Chat*+ (cyan) ventral horn neurons. Arrowheads highlight examples of large diameter, triple-positive alpha MNs; arrow highlights the example of a small diameter *Chat*+ MN that is negative for all 3 alpha markers (i.e., gamma or Type 3). **e** ISH image overlayed on endogenous Chat-Cre::Ai14 labeling showing expression of S1 marker *Gpr149* (yellow), S2 marker *Stk32a* (cyan), and S3 marker *Nrp2* (red). High magnification images highlight a large MN expressing *Stk32a* and surrounded by C-boutons (examples indicated by arrows), characteristic of alpha MNs, and a small MN expressing *Nrp2* and lacking C-boutons, characteristic of gamma MNs. ISH from the ventral horn of lumbar spinal cord sections. Low magnification scale bars, 100 µm. High magnification scale bars, **d** 50 µm, **e** 20 µm.

The expression profiles of previously identified markers support the assignment of S2 and S3 as alpha and gamma motor neurons, respectively, but suggest that, of these markers, only *Rbfox3* is likely to be sub-type specific. The third type, S1, expresses markers of both alpha and gamma, perhaps consistent with it representing the less well-characterized beta MN. However, given the lack of definitive markers for these neurons and the need to demonstrate their properties physiologically and anatomically^38^, these will be referred to as Type 3 MNs. 

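*Rbfox3* was at 35.8 ± 8.34 in S1, 229 ± 90.5 in S2 and 64.3 ± 14.6 in S3 (CPM, SD, n = 9 libraries). Its log2 fold change was -2.43 (standard error 0.16, adjusted p = 9.28e-12) for S1 against S2, -0.76 (adjusted p = 0.000633) for S1 against S3 and 1.68 (adjusted p = 2.9e-09) for S2 against S3 with limma. The paper takes S2 as alpha and S3 as gamma MNs from such markers, and proposes that S1 may be beta MNs.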

Since snRNAseq provides a rich resource for studying gene-expression profiles of different cell types, we next used our data to identify a series of strong candidate markers for the three classes of skeletal motor neurons (Fig. 3b). For example, we predicted *Sv2b, Stk32a*, and *Glis3* would be exclusively expressed in alpha MNs, *Nrp2* in gammas, and *Gpr149* in Type 3 (Fig. 3b, c; Supplementary Fig. 8e, f). Moreover, *Rreb1* would be primarily expressed in Type 3 MNs with weaker expression in alphas, and *Plekhg1* primarily expressed in gammas with lower expression in Type 3 (Supplementary Fig. 8f).

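*Sv2b*, on chromosome 7 of GRCm38 from 75114894 to 75309262, had a corrected count in 8.82% ± 3.6 of S1, 85.3% ± 12.6 of S2 and 5.00% ± 2.92 of S3 nuclei (SD, n = 9 libraries). *Stk32a*, on chromosome 18 of GRCm38 from 43207583 to 43318682, was found in 6.59% ± 3.24 of S1, 79% ± 23.1 of S2 and 6.00% ± 2.38 of S3 nuclei. *Glis3*, on chromosome 19 of GRCm38 from 28258851 to 28680077, was found in 1.15% ± 1.20 of S1, 42.0% ± 19.2 of S2 and 4.35% ± 1.75 of S3 nuclei. S2 exceeded S1 by 76.5 ± 12.1 points for *Sv2b*, 72.4 ± 21.6 points for *Stk32a* and 40.8 ± 19.7 points for *Glis3*, each in 9 of 9 libraries (exact sign-flip test, p = 0.00391, adjusted p = 0.00663). *Nrp2*, on chromosome 1 of GRCm38 from 62703285 to 62818695, was found in 2.64% ± 2.11 of S1, 23.8% ± 26.1 of S2 and 93.9% ± 4.28 of S3 nuclei, and S3 exceeded S2 by 70.2 ± 23.6 points. *Gpr149*, on chromosome 3 of GRCm38 from 62529077 to 62605140, was found in 91.1% ± 4.35 of S1, 39.8% ± 25.6 of S2 and 9.00% ± 2.72 of S3 nuclei, and S1 exceeded S2 by 51.2 ± 23.7 points, in 9 of 9 libraries. With limma, the log2 fold change of S2 against S3 was 4.64 for *Sv2b*, 4.49 for *Stk32a*, 3.27 for *Glis3* and -3.65 for *Nrp2*, and that of S1 against S2 was 2.30 for *Gpr149*.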

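*Rreb1* had a corrected count in 81.4% ± 10.2 of S1, 41.1% ± 16.7 of S2 and 27.6% ± 11.8 of S3 nuclei (SD, n = 9 libraries). S1 exceeded S2 by 40.4 ± 18.5 points, in 9 of 9 libraries (exact sign-flip p = 0.00391), and S2 exceeded S3 by 13.5 ± 22.7 points, in 8 of 9 (exact p = 0.121, adjusted p = 0.144), which is within the spread of the libraries. By limma on CPM, the change of S2 against S3 was 0.96 (standard error 0.19, adjusted p = 0.000183). *Plekhg1* was found in 51.7% ± 12.7 of S1, 12.5% ± 6.23 of S2 and 95.5% ± 3.98 of S3 nuclei. S3 exceeded S1 by 43.8 ± 9.17 points and S1 exceeded S2 by 39.2 ± 13.2 points, each in 9 of 9 libraries.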

Multiplexed ISH revealed candidate alpha markers *Sv2b* and *Stk32a* are co-expressed with known marker *Rbfox3* in cholinergic neurons in the ventral horn (Fig. 3d). Notably, these cells also exhibit large diameters typical of alpha MNs, anatomically diagnostic C-boutons apposed to their cell bodies (Fig. 3e), as well as VGLUT1-positive synapses (Supplementary Fig. 9a). These molecular and anatomic features strongly validate our assignment of this class of cells as alpha MNs. By contrast, a population of smaller diameter skeletal motor neurons expressed the candidate Type 3 marker *Gpr149* mRNA and lacked prominent C-boutons (Fig. 3e; Supplementary Fig. 8g). Similarly, we identified a different group of smaller diameter skeletal MNs expressing the gamma marker *Nrp2*, with a subset of these co-expressing *Plekhg1*, albeit at lower levels (Supplementary Fig. 8c, d), and these neurons lacked C-boutons (Fig. 3e). Importantly, our strategy for snRNAseq of cholinergic neurons uncovered many genes for distinguishing between skeletal MNs subtypes. The three types may exhibit different susceptibility in disease, but their specific detection has been hampered by the small number of existing markers. Our characterization of distinguishing markers (Fig. 3d–e; Supplementary Fig. 8a–e) provides an approach to identify all three skeletal MN types. Future localization of other genes with specific expression patterns (Fig. 3b; Supplementary Data 1) may suggest complementary strategies and uncover even better diagnostic probes. Moreover, *Sv2b* and *Stk32a* are highly specific for alpha MNs and thus represent a significant advance over *Rbfox3* since their expression pattern is much more restricted to motor neurons in the spinal cord (Supplementary Fig. 14u, z, a’). 

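Outside skeletal MNs, *Sv2b* had a corrected count in 23.7% ± 11.8 of visceral MN nuclei and 40.6% ± 10.4 of interneuron nuclei (SD, n = 9 libraries), and *Stk32a* in 37.5% ± 6.10 and 10.7% ± 5.03. For *Rbfox3* these shares were 58.3% ± 10.0 and 83.5% ± 8.06. S2 exceeded interneurons by 44.7 ± 11.3 points for *Sv2b* and by 68.3 ± 24.3 points for *Stk32a*, each in 9 of 9 libraries (exact sign-flip test, p = 0.00391), whereas the difference was -10.5 ± 17.4 points for *Rbfox3* (exact p = 0.129). Over visceral MNs the excess of S2 was 61.6 ± 11.2 points for *Sv2b*, 41.5 ± 25.9 points for *Stk32a* in 8 of 9 libraries, and 14.8 ± 20.9 points for *Rbfox3* (exact p = 0.0625, adjusted p = 0.0761). Non-cholinergic neurons were not analysed here.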

Finally, we were able to validate the alpha maker *Sv2b*, encoding synaptic vesicle glycoprotein 2B, at the protein level, by SV2B immunostaining in the spinal cord and muscle, highlighting alpha motor neuron cell bodies and axon terminals, respectively (Supplementary Fig. 9b).

### Subtypes of alpha motor neurons

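Clustered on their own after the paper's methods, the skeletal MN nuclei gave 18 clusters, and 14 to 20 with other numbers of principal components, other resolutions or no integration over regions. The adjusted Rand index of the 18 clusters against S1, S2 and S3 was 0.265. The first principal component of the library sums separates 2 sets of libraries, which no label matches fully. Of the 18 clusters, 5 took at least 90% of their nuclei from 1 of these sets. None of the authors' 21 clusters did so. With integration over these sets instead of regions, chosen after seeing the data, 19 clusters were found, 0 of them with 90% from a set.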

Clustering of cholinergic snRNAseq data provides strong evidence that the most prominent transcriptomic differences between skeletal MNs account for their division into 3 groups. In disease, gamma MNs are thought to be more resilient than alpha MNs, and certain alpha motor neurons die whereas others survive^9,31,39–41^. Because of this differential vulnerability, we examined what types of distinctions were reflected in the transcriptome by re-clustering the snRNAseq data from just the skeletal MNs (Supplementary Fig. 7a, b) and just the alpha MNs. We observed 8 subtypes of alpha MNs (Fig. 4a) that we hypothesized might correspond to structural or functional features, such as innervation patterns or electrical properties. 

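The authors' labels used here do not give these subtypes, so the 1285 nuclei of S2 were clustered again after the paper's methods (anchors over the 3 regions, 20 principal components, resolution 0.6). This gave 9 clusters of 32 to 466 nuclei. With 30 principal components or a resolution of 0.4 there were 8, with 10 components or a resolution of 0.8 there were 11, and without integration 10. Integration over the 2 sets of libraries, chosen after seeing the data, gave 11. By the markers of Fig. 4c, 6 of the 9 clusters were matched to the paper's clusters 2 to 7, each by mutual best mean z-score over the listed markers with at least 3 markers found in 10% of nuclei.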

Because our experimental design included differential barcoding of nuclei from the cervical, thoracic, and lumbar/sacral cord to examine the distribution of cholinergic types along the length of the spinal cord (Fig. 1; Supplementary Fig. 5d), we explored the localization of alpha MNs among these regions (Fig. 4b). 

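The S2 nuclei divide into 629 from cervical, 197 from thoracic and 459 from lumbar/sacral libraries. Among the 9 rebuilt subclusters of S2, the exact permutation test called none as different between regions, and 0 had a p under 0.05 before adjustment. The lowest p was 0.318. In 3 of the 9, the greater part of the nuclei came from a single library. After integration over the 2 sets of libraries, chosen after seeing the data, 0 of 11 were called and 2 had a p under 0.05 before adjustment.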

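Among the rebuilt subclusters of S2, the one matched by its markers to cluster 2 of Fig. 4 held 32.3% ± 53.8 of cervical, 1.51% ± 1.64 of thoracic and 1.29% ± 1.88 of lumbar/sacral S2 nuclei (SD, n = 3 libraries each, exact permutation test over regions, p = 0.536). Of its 82 nuclei, 75 were cervical, and 81.7% came from the library labelled male cervical. The subcluster matched to cluster 6 held 13.0% ± 12.6 of cervical, 3.68% ± 4.62 of thoracic and 15.1% ± 7.09 of lumbar/sacral S2 nuclei (exact p = 0.318). The subcluster matched to cluster 7 had 32 cervical, 6 thoracic and 0 lumbar/sacral nuclei, and 65.8% of them came from cervical replicate 1 (exact p = 0.679). The 0 of 459 lumbar/sacral S2 nuclei allows a share of up to 0.654% by counting error alone. With integration over the 2 sets of libraries, chosen after seeing the data, the subclusters matched to clusters 2, 6 and 7 had 91, 78 and 34 cervical, 4, 8 and 6 thoracic and 10, 48 and 0 lumbar/sacral nuclei.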

We noted that 3 of the alpha MN subclusters were primarily present in the cervical region (clusters 2, 6, and 7), suggesting these might correspond to very specific alpha MN types, such as the neurons innervating the diaphragm. 

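The rebuilt subcluster matched to cluster 3 of Fig. 4 held 17.1% ± 15.8 of cervical, 10.6% ± 10.6 of thoracic and 13.3% ± 14.2 of lumbar/sacral S2 nuclei (SD, n = 3 libraries each, exact permutation p = 0.857), with 26 thoracic nuclei. The subcluster matched to cluster 4 held 5.20% ± 4.63 of cervical, 2.11% ± 3.65 of thoracic and 6.82% ± 6.92 of lumbar/sacral S2 nuclei (exact p = 0.55), with 5 thoracic nuclei, all from the library labelled male thoracic. Without that library and the one labelled male cervical, a choice made after seeing the data, the subcluster matched to cluster 3 held 13.3% of thoracic and 25.6% of cervical S2 nuclei.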

We also noted that two types (clusters 3, 4) were present only in cervical and lumbar regions and were absent from the thoracic segment, suggesting they might correspond to alpha MNs that innervate specific parts of the limbs. Finally, there were multiple subtypes (clusters 0, 1, 5) that were closely related to one another and were present at all three levels.

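The rebuilt subcluster matched to cluster 5 held 1.73% ± 1.85 of cervical, 8.40% ± 10.4 of thoracic and 22.0% ± 31.7 of lumbar/sacral S2 nuclei (SD, n = 3 libraries each, exact permutation test, p = 0.346). It had 12 cervical, 18 thoracic and 48 lumbar/sacral nuclei. No rebuilt subcluster could be compared with clusters 0 and 1 by markers. The largest rebuilt subcluster, of 466 nuclei and without a match, held 20.6% ± 19.2 of cervical, 37.0% ± 21.1 of thoracic and 34.7% ± 19.7 of lumbar/sacral S2 nuclei (exact p = 0.571).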

**Fig. 4:**
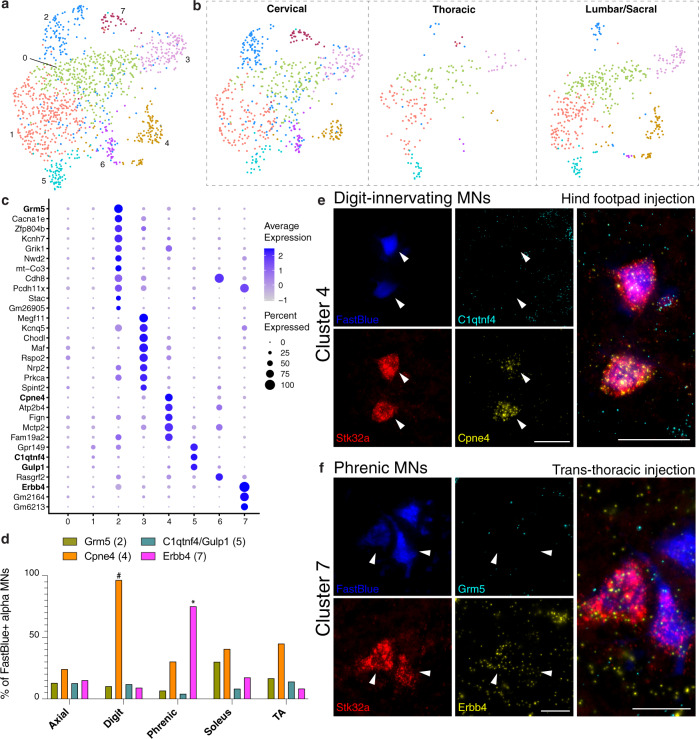
Alpha motor neurons sub-cluster into eight transcriptional groups. **a** Alpha MNs can be re-clustered into 8 sub-clusters. **b** UMAPs displaying the alpha MN clusters in each separately barcoded segment of the spinal cord. Clusters 2 and 7 are most prominent in cervical, 3 and 4 are sparse or missing from thoracic. **c** Dot plot showing the top marker genes for each cluster. No markers were identified for clusters 0 or 1. Genes in bold are shown by ISH. **d** Quantification of cluster marker expression in alpha MNs retrogradely labeled from various muscles (Axial = lumbar extensors of the spine, TA = tibialis anterior). For each muscle, *N* = 2 animals were injected with the retrograde tracer FastBlue. Percent of FastBlue+ alpha MNs, based on *Stk32a* expression, expressing cluster markers from each injected muscle. *Cpne4* (axial *n* = 66 neurons, digit *n* = 56, phrenic *n* = 175, soleus *n* = 91, TA *n* = 78) and *Erbb4* (axial *n* = 138 neurons, digit *n* = 77, phrenic n = 177, soleus *n* = 63, TA *n* = 119) stand out as markers for digit-innervating and phrenic MNs, respectively. *Grm5* was relatively enriched in alpha MNs projecting to the soleus compared with the other muscles (axial *n* = 138 neurons, digit *n* = 77, phrenic *n* = 177, soleus *n* = 63, TA *n* = 119), and *C1qtnf4/Gulp1* was expressed in double the number of alpha MNs projecting to digit muscle (axial *n* = 94 neurons, digit *n* = 67, phrenic *n* = 142, soleus *n* = 72, TA *n* = 100). **e** ISH examples of images quantified in d. Alpha MNs innervating the digits express the cluster 4 marker *Cpne4* (yellow) but lack the cluster 5 marker *C1qtnf4* (cyan). **f** Alpha MNs innervating the diaphragm (phrenic MNs) express the cluster 7 marker *Erbb4* (yellow) but lack the cluster 2 marker *Grm5* (cyan). *p = 0.0053 by Shapiro-Wilk test comparing by muscle. #*p* = 0.0031 by Shapiro-Wilk test comparing by the gene. Scale bars, **e** 50 µm, **f** 25 µm.

We determined a panel of diagnostic markers for 4 of the 8 subtypes of alpha MNs (bold font in Fig. 4c, d) to examine their expression in alpha MNs innervating several different muscles. We injected the muscles with a retrograde tracer, fixed and imaged the spinal cords to identify retrogradely labeled cells, then performed in situ hybridization to detect the mRNA markers in labeled *Stk32a-*positive alpha motor neurons (Fig. 4 e, f; Supplementary Fig. 10). We found that *Cpne4* expression (cluster 4) correlated well with digit muscle-innervating neurons (Fig. 4d, e), as previously reported^42^. Further, we discovered that *Erbb4*-expressing alpha MNs project via the phrenic nerve to the diaphragm (cluster 7; Fig. 4d, f). However, among the remaining probes we tested, we did not detect any correlation with the muscle types injected, including the lumbar extensors of the spine^43^ (axial), soleus, and tibialis anterior muscles.

We performed an analysis to examine the types of genes enriched in the subtypes that could impact firing properties and found several candidates for each subtype (Supplementary Data 2). Future electrophysiological studies, coupled with our dataset, will provide a more thorough understanding of subtype-specific firing properties.

In combination, our analysis of gene expression in skeletal MNs defined markers for the three main classes, revealed that each of these can be divided into subtypes, and identified transcriptomic differences between alpha MNs that are likely to correspond to innervation of distinct muscles with specific functional properties. In particular, we identify a combination of markers for the subtype of alpha MN that innervates the diaphragm, the loss of which ultimately causes mortality in ALS.

### Cholinergic interneurons

Cholinergic interneurons are found in the intermediate zone of the spinal cord where they modulate circuit function to coordinate locomotor behavior^3^, but they have not been extensively studied. The best characterized cholinergic interneurons, also called partition cells, reside near the central canal and express *Pitx2*. Elegant studies have demonstrated they are the source of cholinergic C boutons that synapse either ipsi- or contralaterally onto motor neuron cell bodies and modulate their excitability^2,3,44–46^. In our dataset, we found 8 interneuron clusters with different transcriptomic profiles and specific markers (Fig. 5a). 

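The authors' labels divide the 5375 interneuron nuclei into 1520 of I1, 780 of I2, 756 of I3, 702 of I4, 584 of I5, 544 of I6, 160 of I7 and 329 of I8. Of these, I7 has 10 or more nuclei in 6 and I8 in 8 of the 9 libraries. The median total per nucleus ran from 6037 corrected counts in I4 to 7601 in I5.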

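Clustered again on their own, the interneuron nuclei gave 18 clusters, 12 to 21 over other numbers of principal components, other resolutions and no integration over regions. The exact permutation test over regions called 0 of these 18, with 0 at a p under 0.05 before adjustment. The 2 sets of libraries are matched fully by no label. In 9 of the 18, holding 46.8% of the nuclei, at least 90% of nuclei came from 1 of these sets. With integration over these sets, chosen after seeing the data, 16 clusters were found, and 2 had a p under 0.05 before adjustment, 0.0357 for both (adjusted p = 0.286). One, of 95 nuclei, all of I2, had 0 of 1392 cervical and 0 of 1489 thoracic interneurons, which allows shares of up to 0.216% and 0.201%, and held 3.87% ± 0.528 of lumbar/sacral interneurons (SD, n = 3 libraries). The other, of 57 nuclei, had 98.2% of them from lumbar/sacral libraries. Of I1 to I8, none was called either, and I5 had a p under 0.05 before adjustment: it held 13.6% ± 1.63 of cervical, 13.6% ± 2.22 of thoracic and 7.24% ± 0.964 of lumbar/sacral interneurons (SD, n = 3 libraries each, exact p = 0.0357, adjusted p = 0.2). With limma on arcsine-transformed shares and the replicate as a block, since a replicate is 1 pool of mice, I5 and I6 were called (adjusted p = 0.0165 for both). On expression, limma called 5 of 9805 genes between lumbar/sacral and the other interneurons, and 331 had a p under 0.05 before adjustment. By limma *Hoxd11* had a log2 fold change of 1.89 (adjusted p = 0.0286) and *Rxfp2* of 1.64 (adjusted p = 0.0286), whereas *Sntg2* (-1.36), *Gldn* (-1.02) and *Col8a1* (-0.94) were lower in lumbar/sacral nuclei. With the replicate as a block 44 genes were called, and with nuclei thinned to equal totals 0. Without thoracic replicate 2 there were 9 calls, and 1 without cervical replicate 1 or 3, thoracic replicate 1 or 3, or any of the lumbar/sacral libraries.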

We subclustered these neurons and distinguished 14 subclasses that did not exhibit differences along the rostrocaudal axis (Supplementary Fig. 11). Although a few potential markers were identified, many were shared between the new divisions, therefore we carried out our analysis on the simpler clustering of cholinergic interneurons (Fig. 5a). Two of these classes, I5 and I6, express *Pitx2* (Fig. 5g), and are distinguished by the expression of *Tox* in I5 but not I6 (Fig. 5h). 

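I5 and I6 together made up 22.9% ± 6.91 of interneurons (SD, n = 9 libraries). *Tox*, on chromosome 4 of GRCm38 from 6686353 to 6991557, had a corrected count in 76.7% ± 5.44 of I5 nuclei and 13.6% ± 9.09 of I6 nuclei, against 8.11% ± 9.28 of skeletal MN nuclei. The difference between I5 and I6 was 63.0 ± 9.70 points, in 9 of 9 libraries (exact sign-flip test, p = 0.00391, adjusted p = 0.00663), and the median total of I6 was 7489 corrected counts.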

As predicted by the snRNAseq data, we identified examples of these two types of partition cells by ISH (Fig. 5c).

**Fig. 5:**
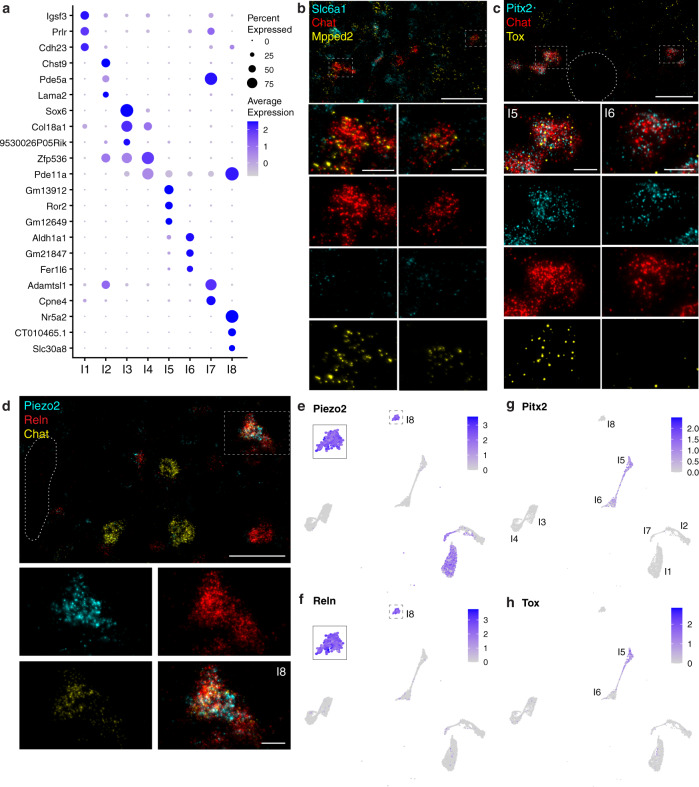
Spinal cholinergic interneurons separate into 8 transcriptionally distinct subtypes. **a** Top markers of the 8 cholinergic interneuron clusters. **b** ISH showing expression of two top markers for cholinergic interneurons (Fig. 2c), *Slc6a1* (cyan) and *Mpped2* (yellow) in *Chat*+ neurons (red) in the intermediate zone. Boxes highlight a neuron expressing *Chat* and *Mpped2*, but lacking *Slc6a1* (left), and a neuron expressing *Chat*, *Mpped2*, and *Slc6a1* (right). **c** ISH showing expression of *Pitx2* and *Tox* near the central canal (outlined) of the lumbar spinal cord. Co-expression of *Pitx2* and *Tox* in *Chat*+ cells exemplifies cluster I5 (left) whereas *Pitx2* and *Chat* without *Tox* identify a cluster I6 cell (right). **d** High-magnification images showing co-expression of *Piezo2*, *Reln*, and *Chat* in an I8 neuron found near the central canal (outlined) of the thoracic spinal cord. **e**, **f** *Piezo2* and *Reln* co-expression are diagnostic of a rare population of interneurons, cluster I8. **g** *Pitx2*, a known marker for partition cells, is expressed only in clusters I5 and I6. **h** *Tox* is expressed only in interneuron cluster I5 and thus differentiates between the two *Pitx2*-expressing clusters. Low magnification scale bars, 50 µm. High magnification scale bars, 10 µm.

Although much more is known about partition cells, the majority of cholinergic interneurons did not express *Pitx2* (Fig. 5g). 

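I1, I2, I3 and I4 held 3758 of the interneuron nuclei, 69.2% ± 6.06 per library (SD, n = 9 libraries). Of the interneurons outside I5 and I6 they made up 89.9% ± 4.87, I7 3.31% ± 1.34 and I8 6.77% ± 3.83.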

Four clusters, I1, I2, I3, and I4, accounted for almost all other cholinergic interneurons, indicating that these interneurons are much more diverse than was previously known. These cells were selectively labeled by *Slc6a1*, a GABA transporter (Fig. 2c, d), and *Mpped2* (Fig. 5b; Supplementary Fig. 5c). 

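*Mpped2* was found in 65.0% ± 14.5 of I1 to I4 nuclei (SD, n = 9 libraries), less often than in I5 and I6 (88.0% ± 7.50), with a difference of -23.0 ± 8.88 points, in 9 of 9 libraries.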

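I8 comprised 2.05% of the cholinergic nuclei. Among interneurons its share was 4.96% ± 5.25 in cervical, 4.48% ± 1.88 in thoracic and 6.36% ± 0.573 in lumbar/sacral libraries (SD, n = 3 each, exact permutation test, p = 0.764). *Chat* had a corrected count in 49.7% ± 14.4 of its nuclei (SD, n = 8 libraries) and *Slc5a7*, the choline transporter, in 5.67% ± 3.41. The share with *Slc5a7* lay -53.2 ± 10.7 points from that of I1 to I7, lower in 8 of 8 libraries (exact sign-flip p = 0.00781).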

I8 is a small group of cholinergic neurons sharing an expression of *Mpped2* with I1-I7 (Figs. 2c, 5b; Supplementary Fig. 5c). To validate that this cluster represents a rare type of interneuron, we defined a specific combination of markers to localize I8 (Fig. 5d). As predicted from the sequencing, we demonstrated the existence of cholinergic neurons in the intermediate zone that co-expressed. Diagnostic markers for I8, *Piezo2* and *Reln*, in a subset of *Chat*+ neurons (Fig. 5e, f). These cells localized to the intermediate zone around the central canal (Fig. 5d), substantiating their role as an unrecognized type of cholinergic interneuron.

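*Piezo2*, on chromosome 18 of GRCm38 from 63010213 to 63387183, and *Reln*, on chromosome 5 of GRCm38 from 21884454 to 22344702, each had a corrected count in every nucleus of I8 in the 8 libraries with at least 10 such nuclei. In I1 to I7 together *Piezo2* was found in 33.1% ± 4.54 of nuclei (SD, n = 9), and I8 exceeded them by 65.8 ± 3.35 points. For *Reln* the excess was 92.6 ± 2.76 points, each in 8 of 8 libraries (exact sign-flip test, p = 0.00781). *Reln* was found in 31.5% ± 14.9 of I7 nuclei, 6.27% ± 1.82 of skeletal MN nuclei and 3.02% ± 1.66 of V8 nuclei.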

The expression of *Piezo2* in cholinergic interneurons was surprising as this mechano-sensitive ion channel is primarily expressed in peripheral sensory neurons, where it is required for sensitivity to touch stimuli to the skin^47,48^, aspects of interoception (e.g., breathing^49^), and proprioception^48^. 

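*Piezo2*, a mechanically gated channel gene, had a corrected count in 88.6% ± 3.29 of I1 nuclei (SD, n = 9 libraries, median total 6235) and 98.2% ± 2.18 of I7 nuclei (n = 6). In skeletal MNs it was found in 11.2% ± 3.89 of nuclei. Against these, I1 was higher by 77.4 ± 4.47 points and I7 by 88.3 ± 4.54 points, in every library compared. Among visceral clusters, 54.7% ± 29.1 of V7 nuclei had a corrected count (median total 8057), 41.5% ± 21.9 of V4, 36.2% ± 23.2 of V5, 28.5% ± 16.2 of V3, 28.0% ± 18.7 of V2 and 12.6% ± 3.46 of V8. V7 exceeded skeletal MNs by 43.5 ± 31.7 points (8 of 9 libraries, exact sign-flip p = 0.0117), V3 by 17.3 ± 16.4 points (8 of 9, p = 0.00781) and V2 by 16.8 ± 19.2 points (7 of 9, p = 0.0195). V8 did not differ from skeletal MNs beyond the spread (3.31 ± 5.08 points, 2 of 3 libraries, exact p = 0.5). The paper also detects *Piezo2* in a subtype of alpha MNs, so skeletal MNs do not give a background for it.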

We also detected its expression in other interneuron clusters (I1, I7; Fig. 5e), a particular subtype of alpha MN (subcluster 6), as well as several visceral MN-clusters (V2, V3, V7, V8; Supplementary Fig. 14r). It will be of great interest to examine Piezo2 function in these different neuron types and to determine the types of internal mechanical stimuli that it may allow these cells to detect.

### Visceral motor neurons

The pre-ganglionic autonomic MNs, or visceral MNs, is the third main class of cholinergic cells. These neurons provide motor control in the autonomic nervous system and are responsible for relaying CNS messages that control not only involuntary movement of smooth muscles and glands but also many immediate physiological responses including heart rate, respiration, and digestion^50^. Unlike other spinal motor neurons, visceral MNs do not directly innervate their final effector organ, acting instead via ganglia in the periphery. 

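The 5613 visceral MN nuclei were clustered again after the paper's methods, since the authors' labels used here stop at V1 to V10. This gave 23 subclusters of 72 to 489 nuclei. With 10 principal components there were 21, with a resolution of 0.4 20 and with a resolution of 0.8 25. The adjusted Rand index against V1 to V10 was 0.445. By the markers of Fig. 6b, 10 of the paper's subclusters were matched to a rebuilt one. In 9 of the 23, which hold 39.7% of the nuclei, at least 90% of nuclei came from 1 of the 2 sets of libraries. When integration was done over these sets instead of the regions, a choice made after seeing the data, 19 subclusters were found, of which 0 were so divided and 12 were matched; the adjusted Rand index against V1 to V10 was then 0.627.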

Re-clustering visceral MNs in our dataset divided them into 16 sub-clusters (Fig. 6a) that were distinguished by select markers (Fig. 6b). Intriguingly, in addition to transcription factors, many of the markers we identified that best describe each visceral MN cluster include neuropeptides (*Ccbe1*, *Sst*, *Penk*) and genes involved with their production (*Pcsk2*). 

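*Sst*, on chromosome 16 of GRCm38 from 23889573 to 23890958, was at 385 ± 87.0 CPM in V8 (SD, n = 3 libraries) and *Penk*, on chromosome 4 of GRCm38 from 4133531 to 4138819, at 445 ± 184 CPM, against 9.91 ± 6.39 and 8.07 ± 7.78 CPM in skeletal MNs (n = 9). *Ccbe1* had a corrected count in 47.6% ± 27.1 of V4 nuclei and 31.6% ± 5.37 of V9 nuclei, and in 27.9% ± 10.5 of skeletal MN nuclei. *Pcsk2* was found in 72.1% ± 13.0 of V6 nuclei and 53.2% ± 21.6 of V10 nuclei, but also in 51.0% ± 15.4 of skeletal MN nuclei and 62.9% ± 9.79 of interneuron nuclei. The median total was 8492.5 corrected counts in V4, 8599.5 in V6, 9728 in V9 and 7922 in V10.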

Neuropeptides modulate the function of many cells and processes, thus their differential expression in subsets of visceral MNs likely reflects the diverse functions and organs that these neurons control. 

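*Postn* had a corrected count in 74.9% ± 10.8 of V3 nuclei (SD, n = 9 libraries, median total 7159) and 0.497% ± 0.513 of skeletal MN nuclei. *Fras1* was found in 78.6% ± 12.6 of V10 nuclei and 76.5% ± 6.56 of V5 nuclei (median total 7258.5), against 12.2% ± 4.60 in skeletal MNs. *Fam19a1* was found in 69.8% ± 11.4 of V7 nuclei, and in skeletal MNs in 63.3% ± 10.1. *Fam163a* was found in 26.0% ± 15.3 of V4 nuclei and 33.5% ± 6.70 of interneuron nuclei. *Reln* was found in 36.1% ± 5.68 of V5 nuclei and *Mamdc2* in 12.8% ± 13.8 of V4 nuclei, against 0.787% ± 0.469 for *Mamdc2* in skeletal MNs.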

Other distinguishing markers of visceral MN subtypes included secreted molecules (*Fam19a1* and *Fam163a*) and extracellular matrix proteins (*Postn, Fras1*, *Reln*, *Mamdc2*) further highlighting how their diverse gene-expression profiles are likely a reflection of their distinct physiological roles.

**Fig. 6:**
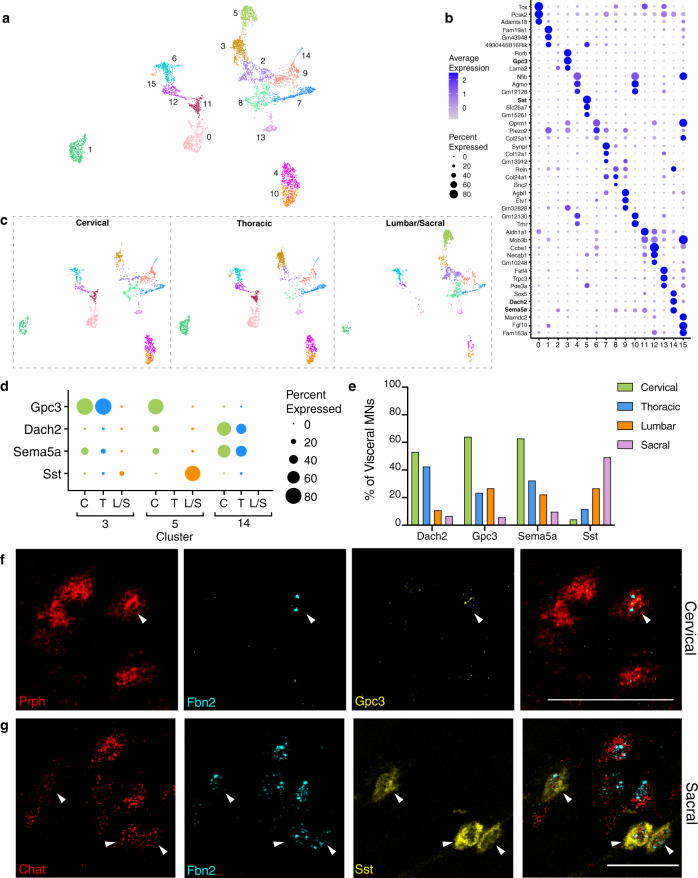
Visceral motor neurons exhibit extensive diversity in their gene expression profiles and anatomic localization. **a** Visceral motor neurons can be re-clustered into 16 distinct sub-clusters. **b** Dot plot showing the top three marker genes for each cluster. Genes in bold font are shown by ISH below. **c** UMAPs displaying the visceral motor neuron clusters derived from each separately barcoded segment of the spinal cord. Clusters 0, 1, 3, 4, 10, 11, 12, 14, 15 are sparse or missing from the lumbar/sacral segment; conversely, cluster 5 is unique to the lumbar/sacral segment, where cluster 2 is also most abundant. Cluster 8 is most sparse in thoracic, while clusters 3 and 15 are most abundant in thoracic, and cluster 14 is most abundant in cervical. **d** Dot plot showing expression of marker genes for uniquely cervical/thoracic (C/T) or lumbar/sacral (L/S) clusters in each segment of the spinal cord, with *Gpc3*, *Dach2*, and *Sema5a* most highly expressed in rostral levels and *Sst* most highly expressed in caudal levels. **e** Quantification of each level-specific cluster marker in visceral MNs of each spinal cord level, shown as percent of *Fbn2* + MNs expressing each gene (*N* = 2 animals), highlighting rostral expression of *Gpc3* (cervical *n* = 100 neurons, thoracic *n* = 64, lumbar *n* = 41, sacral *n* = 140), *Dach2* (cervical *n* = 175 neurons, thoracic *n* = 139, lumbar *n* = 92, sacral *n* = 91), and *Sema5a* (cervical *n* = 180 neurons, thoracic *n* = 142, lumbar *n* = 72, sacral *n* = 92) and caudal expression of *Sst* (cervical *n* = 144 neurons, thoracic *n* = 77, lumbar *n* = 75, sacral *n* = 110), as predicted by the sequencing data. **f** ISH showing *Gpc3* + (yellow) visceral MNs, likely representing cluster 3 neurons, in the cervical spinal cord. **g** ISH showing *Sst*+ visceral MNs (yellow), likely representing cluster 5 neurons, in the sacral spinal cord. Scale bars, 50 µm.

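The distribution of the rebuilt visceral subclusters over regions can be given where markers match them to those of Fig. 6. The subcluster matched to cluster 0 held 7.82% ± 7.13 of cervical, 4.79% ± 3.83 of thoracic and 0.0741% ± 0.128 of lumbar/sacral visceral MNs (SD, n = 3 libraries each), that matched to cluster 1 5.08% ± 8.80 of cervical, 5.63% ± 9.54 of thoracic and 3.32% ± 5.18 of lumbar/sacral visceral MNs, and that matched to cluster 4 6.63% ± 8.66 of cervical, 5.92% ± 10.3 of thoracic and 1.92% ± 2.94 of lumbar/sacral visceral MNs. The exact permutation p over regions was 0.118, 0.936 and 0.893. The subcluster matched to cluster 3 held 2.51% ± 1.97 of cervical, 5.73% ± 9.92 of thoracic and 1.19% ± 2.06 of lumbar/sacral visceral MNs (exact p = 0.85), that matched to cluster 12 3.41% ± 5.91 of cervical, 4.73% ± 7.76 of thoracic and 1.46% ± 1.98 of lumbar/sacral visceral MNs (exact p = 0.893) and that matched to cluster 14 2.54% ± 2.25 of cervical, 2.07% ± 3.59 of thoracic and 0% ± 0 of lumbar/sacral visceral MNs (exact p = 0.679). For cluster 14, 0 of 1500 lumbar/sacral visceral MNs allows a share of up to 0.2%, while the other regions held 77 such nuclei, the 25 thoracic ones all from the library labelled male thoracic. Without that library and the one labelled male cervical, a choice made after seeing the data, cluster 14 held 3.81% of cervical and 0% of thoracic visceral MNs. With this integration over regions, no rebuilt subcluster matched clusters 2, 6, 8, 10, 11 or 15. With integration over the 2 sets of libraries, chosen after seeing the data, the subcluster matched to cluster 0 held 12.0% ± 2.70 of cervical, 11.2% ± 2.58 of thoracic and 0.222% ± 0.385 of lumbar/sacral visceral MNs (exact p = 0.025), that matched to cluster 3 7.37% ± 6.62 of cervical, 13.4% ± 9.47 of thoracic and 0.138% ± 0.133 of lumbar/sacral visceral MNs (exact p = 0.0464) and that matched to cluster 12 8.68% ± 0.462 of cervical, 11.9% ± 1.41 of thoracic and 0.912% ± 0.543 of lumbar/sacral visceral MNs (exact p = 0.00357, the smallest the test can give). The subclusters then matched to clusters 1, 4, 10 and 14 drew 10.4%, 10.3%, 2.13% and 0% of their nuclei from lumbar/sacral libraries, and that matched to cluster 15 79.7%. None of these was called after adjustment.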

Visceral MNs are restricted to the pre-ganglionic column in the lateral horn and thought to be primarily found at thoracic and sacral levels^1^. Moreover, immunolocalization of neuropeptides suggested that different subtypes might exist and show restricted localization along the length of the spinal cord^51^. 

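In the libraries labelled cervical, 1871 nuclei were visceral MNs, 40.2% ± 15.1 of the cholinergic nuclei (SD, n = 3 libraries each). In thoracic libraries they were 2242 nuclei, 46.4% ± 20.3, and in lumbar/sacral libraries 1500 nuclei, 24.2% ± 2.66. The shares of interneurons were 27.1% ± 5.49, 30.1% ± 6.50 and 40.3% ± 2.42 in the same order. None of the classes was called as different between regions by the exact permutation test (p = 0.236 for visceral MNs and 0.0679 for interneurons, 0 classes with a p under 0.05). The share of visceral MNs was 38.1% (95% Wilson interval 36.4 to 39.9%) in the cervical library of the mixed pool and 26.3% (95% Wilson interval 24.1 to 28.7%) in that of the female pool, where intervals cover counting error only. In the thoracic libraries of these pools it was 56.0% (95% Wilson interval 53.5 to 58.4%) and 60.1% (95% Wilson interval 57.7 to 62.4%). The male pool ran the other way, with 56.2% (95% Wilson interval 52.6 to 59.7%) in the library labelled cervical and 23.1% (95% Wilson interval 21.1 to 25.1%) in the library labelled thoracic. Without these 2 libraries, a choice made after seeing that they differ, visceral MNs made up 32.2% ± 8.33 of cervical, 58.0% ± 2.88 of thoracic and 24.2% ± 2.66 of lumbar/sacral nuclei, and all 3 classes were called by the exact test, which follows in part from that choice.

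**Figure D1:**
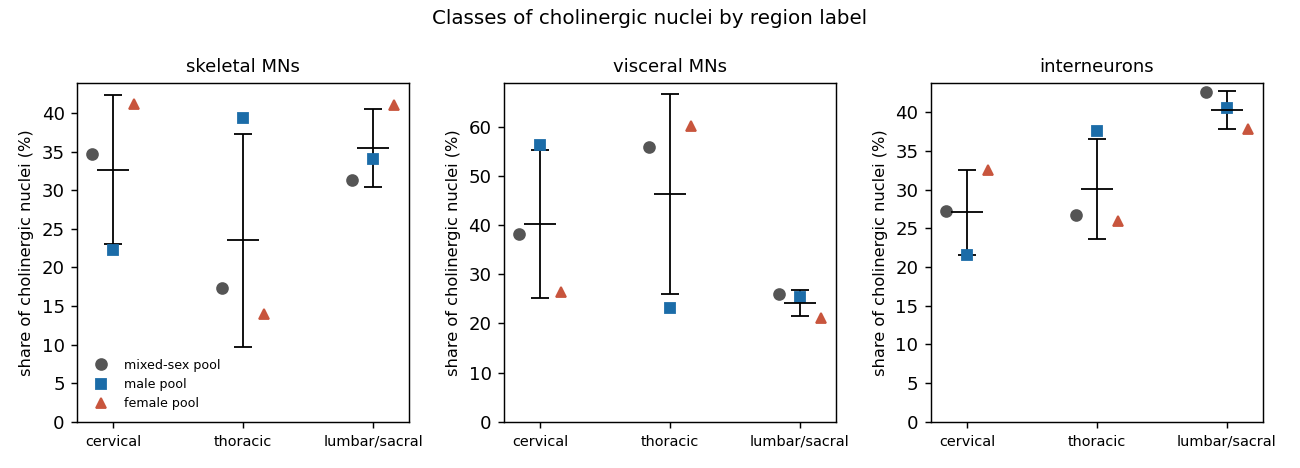
Share of the cholinergic nuclei of each library (percent) that the authors' labels place in each class, by the region on the library's label. Points are libraries, marked by pool, dashes are means and bars are SDs over 3 libraries. In visceral MNs, the male library labelled thoracic lies below and the male library labelled cervical above the others of its region.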

Remarkably, our sequencing revealed that visceral motor neurons are abundant not only in the thoracic and lumbar/sacral spinal cord but also in the most caudal cervical region (Fig. 6c; Supplementary Fig. 13; Supplemental Movie 2). The cervical spinal cord is canonically thought to be devoid of this type of neuron^50^, though a few studies have identified visceral MNs in caudal cervical regions^52,53^. Using ISH we confirmed that diagnostic markers for visceral MNs, *Fbn2*, *Chat*, and *Prph*, are co-expressed in the lateral column of cervical spinal cord sections (Fig. 6f; Supplementary Fig. 12a, 13e–h). Therefore, this important class of cholinergic neurons appears more widely distributed than previously suspected.

Moreover, the distribution of visceral MN clusters was strikingly diverse between the cervical, thoracic, and lumbar/sacral spinal cord (Supplementary Fig. 5d; Fig. 6c). 

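Of the clusters V1 to V10, none was called as different between the regions by the exact permutation test at an adjusted p under 0.05, the lowest being 0.0595. Before adjustment, V1, V6, V8 and V9 had a p under 0.05. V1 made up 19.8% ± 2.66 of cervical, 16.8% ± 1.98 of thoracic and 5.19% ± 1.56 of lumbar/sacral visceral MNs (SD, n = 3 libraries each, exact p = 0.0107), and V6 13.3% ± 2.26 of cervical, 12.0% ± 2.88 of thoracic and 2.00% ± 0.193 of lumbar/sacral visceral MNs (exact p = 0.025). V5, at 13.4% ± 10.6 of cervical, 10.2% ± 16.1 of thoracic and 13.2% ± 4.08 of lumbar/sacral visceral MNs, had a spread between libraries of a region larger than its differences between regions. It made up 18.4% (95% Wilson interval 16.2 to 20.8%) and 20.6% (95% Wilson interval 16.8 to 25.0%) of the visceral MNs in the cervical libraries of the mixed and the female pool, but 1.19% (95% Wilson interval 0.510 to 2.76%) in the library labelled male cervical and 28.9% (95% Wilson interval 24.6 to 33.5%) in the library labelled male thoracic. With limma on arcsine-transformed shares, V1, V6, V8 and V9 were called, both with the replicate as a block and without, the latter a test added after seeing the data. Without the libraries labelled male cervical and male thoracic, chosen after seeing that they differ, the exact test called 9 of V1 to V10, all but V10, which follows in part from that choice. In the 21 clusters as shares of all cholinergic nuclei, 0 were called and 5 had a p under 0.05 before adjustment. Over V1 to V10, the 3 libraries of a region lay above all others in 1 cluster and below all others in 3, where chance gives 3.57% of clusters each.

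**Figure D2:**
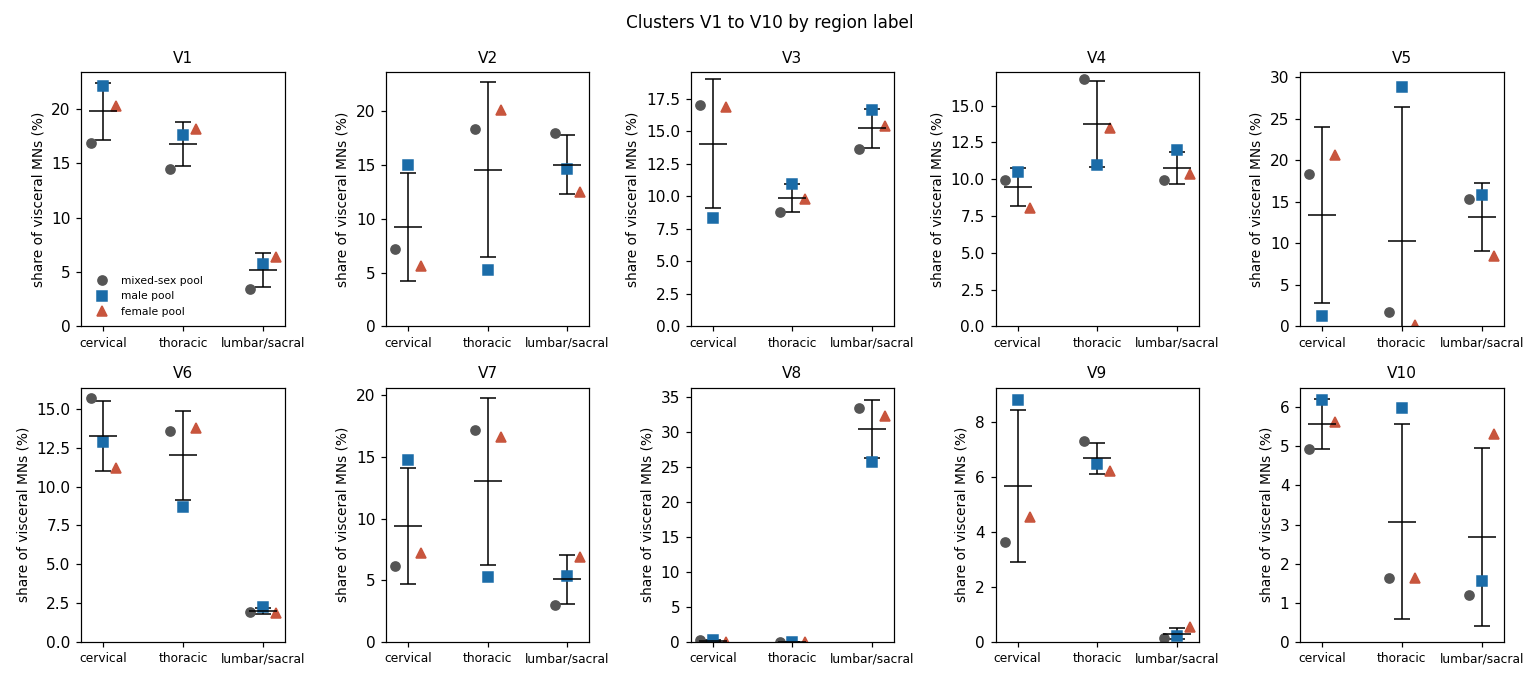
Share of the visceral MNs of each library (percent) in the clusters V1 to V10, by the region on the library's label. Points are libraries, marked by pool, dashes are means and bars are SDs over 3 libraries. V8 is near 0 outside lumbar/sacral libraries, and in V2, V5 and V7 the male cervical and male thoracic libraries lie on opposite sides from the other pools.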

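V8 held 4 cervical, 0 thoracic and 463 lumbar/sacral nuclei. It made up 0.172% ± 0.151 of cervical and 30.5% ± 4.14 of lumbar/sacral visceral MNs (SD, n = 3 libraries each). The 0 of 2242 thoracic visceral MNs allows a share of up to 0.134%, a limit that covers counting error only. The exact permutation test gave p = 0.0143 (adjusted p = 0.0595). V9 made up 5.66% ± 2.77 of cervical, 6.67% ± 0.571 of thoracic and 0.300% ± 0.203 of lumbar/sacral visceral MNs, with 4 lumbar/sacral nuclei (exact p = 0.0179, adjusted p = 0.0595).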

Select clusters were entirely missing from certain spinal cord regions, or only present in a single region, strongly suggesting functional specialization of the neurons controlling specific organs. For example, *Dach2*, *Gpc3,* and *Sema5a* are top markers enriched in C and T levels but not lumbo-sacral, whereas *Sst* is enriched in the L/S segment but absent from C and T levels (Fig. 6d). 

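*Dach2* had a corrected count in 10.6% ± 2.88 of cervical, 6.82% ± 1.04 of thoracic and 5.14% ± 1.12 of lumbar/sacral visceral MN nuclei (SD, n = 3 libraries each, exact permutation test of lumbar/sacral against the rest, p = 0.0833). *Gpc3* was found in 8.65% ± 7.37 of cervical, 11.8% ± 7.42 of thoracic and 1.76% ± 0.985 of lumbar/sacral visceral MN nuclei (exact p = 0.0238) and *Sema5a* in 27.2% ± 13.5 of cervical, 17.7% ± 11.6 of thoracic and 4.51% ± 1.32 of lumbar/sacral visceral MN nuclei (exact p = 0.0238). *Sst* was found in 2.75% ± 2.80 of cervical, 4.09% ± 1.59 of thoracic and 31.7% ± 2.25 of lumbar/sacral visceral MN nuclei (exact p = 0.0119). Since the totals differ between libraries, shares were also taken with nuclei thinned to equal totals, and the exact p was then 0.976 for *Dach2*, 0.0714 for *Gpc3*, 0.107 for *Sema5a* and 0.0119 for *Sst*. In skeletal MNs, *Dach2* had a corrected count in 5.23% ± 1.50 of nuclei, *Gpc3* in 1.61% ± 0.545, *Sema5a* in 19.8% ± 5.75 and *Sst* in 6.82% ± 3.73 (SD, n = 9). With limma, lumbar/sacral against cervical and thoracic visceral MNs gave log2 fold changes of -0.19 for *Dach2* (adjusted p = 0.916), -1.77 for *Gpc3* (adjusted p = 0.123), -1.62 for *Sema5a* (adjusted p = 0.336) and 4.00 for *Sst* (adjusted p = 5.07e-05). Of 10031 genes, 428 were called, 233 of them higher in lumbar/sacral nuclei, and the largest change was that of *Rxfp1* (4.61), followed by *Erbb4* (4.04). The count was 160 without lumbar/sacral replicate 1, 176 without lumbar/sacral replicate 2, 219 without lumbar/sacral replicate 3 and 267 without cervical replicate 1. It was 737 with the replicate as a block and 833 with a term for the 2 sets of libraries, added after seeing the data. Between cervical and thoracic visceral MNs limma called 0 genes, with 160 at a p under 0.05 before adjustment. In the paper's own in situ counts, the share of *Fbn2*+ cells in cervical, thoracic, lumbar and sacral sections is 53.1%, 42.4%, 10.9% and 6.59% with *Dach2*, 64%, 23.4%, 26.8% and 5.71% with *Gpc3* and 62.8%, 32.4%, 22.2% and 9.78% with *Sema5a*. For *Sst* the paper's share is 4.17% in cervical, 11.7% in thoracic, 26.7% in lumbar and 49.1% in sacral sections.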

We quantified these markers in *Fbn2*+ visceral motor neurons of the lateral horn at all levels and demonstrate that the sequencing data are predictive of the relative prevalence of each subtype per level (Fig. 6e). As another example, cluster 8 marked by expression of *Bnc2* (Fig. 6b) was only detected in cervical-derived nuclear sequence data. 

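*Bnc2* had a corrected count in 5.64% ± 4.26 of cervical, 2.82% ± 2.72 of thoracic and 0.544% ± 0.601 of lumbar/sacral visceral MN nuclei (SD, n = 3 libraries each, exact permutation p = 0.0952 for lumbar/sacral against the rest). In visceral MNs it was at 36.9 and 34.2 CPM in the cervical libraries of the mixed and the female pool, and at 1.20 and 1.54 CPM in their thoracic libraries. In the male pool it was at 0.910 CPM in the library labelled cervical and at 15.2 CPM in the library labelled thoracic. The highest share among V1 to V10 was that of V3, 11.6% ± 13.7 (SD, n = 9), and the share in interneurons was 6.32% ± 2.40. The log2 fold change of lumbar/sacral against the other visceral MNs was -1.19 (adjusted p = 0.539 with limma). No rebuilt subcluster was matched to cluster 8.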

Importantly, ISH revealed that *Bnc2* localized to a small subset of the putative visceral MNs in the cervical lateral column (Supplementary Fig. 12a), further supporting our conclusion that this region of the spinal cord has a clear and specialized role in autonomic signaling.

At a more general level, our data strongly support a more complex role for visceral MNs in autonomic signaling than previously appreciated. Indeed, of 16 transcriptomically divergent clusters (Fig. 6b), 12 were unique to or more abundant in a given region. Thus, their anatomic and transcriptomic specialization coincide, strongly supporting a functional role for their distinct gene expression profiles. 

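Of the 23 rebuilt visceral subclusters, 0 were called as different between regions by the exact permutation test, and 1 had a p under 0.05 before adjustment (0.0286, adjusted p = 0.657). That subcluster, of 264 nuclei, 64.4% of them of V3, held 1.52% ± 0.974 of cervical, 1.30% ± 0.744 of thoracic and 13.7% ± 1.45 of lumbar/sacral visceral MNs (SD, n = 3 libraries each). The libraries of a region lay above all others in 1 of the 23 and below all others in 1, where chance gives 3.57% each. After integration over the 2 sets of libraries, chosen after seeing the data, 0 of 19 were called and 8 had a p under 0.05 before adjustment, with a lowest adjusted p of 0.0679; a region lay above all others in 6 and below in 5.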

Cluster 5 represented a large and particularly divergent group of visceral MNs that were present only in the lumbar/sacral region (Fig. 6c) and co-expressed the adrenergic receptor *Adra1a* with the neuropeptides proenkephalin (*Penk)* and somatostatin (*Sst*; Fig. 6b; Supplementary Data 1). 

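Among V1 to V10, *Adra1a* (on chromosome 14 of GRCm38 from 66635251 to 66771168) had a corrected count in 72.2% ± 2.67 of V8 nuclei (SD, n = 3 libraries), *Penk* in 80.5% ± 11.0 and *Sst* in 78.0% ± 6.02. In the same libraries V8 exceeded the other visceral clusters by 53.0 ± 3.55 points for *Adra1a*, 67.0 ± 4.14 points for *Penk* and 66.8 ± 4.49 points for *Sst*. Each difference held in 3 of 3 libraries, the only ones with enough V8 nuclei, which gives no exact sign-flip p under 0.25. Over all visceral MNs the log2 fold change of lumbar/sacral against the other regions was 3.74 (standard error 0.13, adjusted p = 3.88e-06) for *Adra1a* and 3.72 (standard error 0.34, adjusted p = 0.00053) for *Penk* with limma. The rebuilt subcluster matched to cluster 5 by markers had 267 nuclei, 88.4% of them lumbar/sacral and 86.5% from lumbar/sacral replicate 1. With integration over the 2 sets of libraries, chosen after seeing the data, the matched subcluster had 476 nuclei, all from lumbar/sacral libraries.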

Notably, ISH revealed that a large subset of visceral MNs in the sacral spinal cord express the inhibitory neuropeptide *Sst* (Fig. 6g; Supplementary Data 1), corresponding to pre-ganglionic neurons that have been previously described as controlling bladder and bowel function^54–56^. *Sst*+ *Fbn2*+ neurons of the lateral horn were absent from cervical and thoracic levels (Supplementary Fig. 12b).

## Discussion

Mammalian skeletal MNs are essential for coordinating muscle activity and all types of consciously controlled movement. They are also the cellular targets responsible for the progressive and ultimately fatal symptoms of diseases like spinal muscular atrophy and ALS. Over the past 30 years, it has become increasingly clear that diverse subtypes of skeletal MNs play distinct roles in motor control and have different susceptibility in disease. In particular, elegant developmental studies hint at considerable diversity of adult motor neurons^57^ but little is known about the true range of these cell types or the molecules defining them. Thus, to gain genetic access to skeletal MNs in animal models, the field has relied extensively on a Chat-IRES-Cre mouse that broadly targets cholinergic neurons. Here we used this line to mark cholinergic neurons and adopted a snRNAseq approach to characterize motor neuron diversity, identify sub-types and define a wide range of genes that can be used to selectively distinguish the many different classes of adult cholinergic neurons that we discovered. 

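A random draw of 8021 of the 16042 cholinergic nuclei was clustered with the settings used for all of them. It gave 23 clusters against 26, with an adjusted Rand index of 0.890 between the groupings of the drawn nuclei and of 0.837 against the authors' labels. A single draw was made, so no spread can be given.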

Importantly, analyzing just a subset of the sequenced nuclei does not dramatically change the clustering pattern nor the major conclusions, therefore additional sequencing has a diminishing return. Nuclear sequencing is highly representative relative to cell-based approaches but can overrepresent the expression of nuclear-retained genes and miss good cytoplasmic markers^14^. Although this is unlikely to affect clustering because this relies on many transcripts, it may mean that better markers exist.

One discovery is the previously unappreciated number of highly distinct visceral motor neuron types. That there should exist different subtypes may not be surprising, given the diversity of organs and glands they control, ranging from the heart and lungs to the adrenal medulla, intestines, and bladder. However, it was particularly compelling to find that the different types are discretely located along the length of the cord, corresponding to a body map. An especially surprising finding was that visceral MNs extends into the cervical spinal cord, where we have clearly localized at least three subtypes (*Gpc3*+*, Dach2*+, *Sema5a*+, and *Bnc2*+ cells in the lower cervical region). All previous descriptions restrict these neurons to the thoracic and sacral regions^1,50^, thus it will be of great interest to further characterize these cervical visceral MNs in terms of their connectivity and function.

We also characterized a large population of cholinergic interneurons and demonstrated unanticipated diversity. Previously, only one major class of cholinergic interneurons, the *Pitx2*+ partition cells, has been studied at a functional level^2,3,45^. Our analysis divides the partition cells into at least two transcriptomic forms and identifies several other types of cholinergic interneurons with unknown function. Thus, the snRNAseq analysis of cells targeted by Chat-IRES-Cre mediated recombination provides a rich resource and exposes features of several unusual types of cholinergic neurons. Importantly, our data align well with a concurrent study^58^ and in combination, these data should provide the field with approaches for selectively targeting cholinergic neuron types.

As we had hoped, our sequencing also identified skeletal MNs as three related but transcriptomically distinct groups. This clear division fits well with previous reports of select differences between alpha and gamma MNs and clearly demonstrates that a third type, possibly beta MNs (referred to as Type 3), which have been less well characterized, form an equally abundant class. 

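Of skeletal MNs, S1, S2 and S3 made up 25.7% ± 4.03, 37.0% ± 7.97 and 37.3% ± 4.02 in cervical libraries (SD, n = 3 each), 34.0% ± 6.97, 19.2% ± 13.4 and 46.9% ± 6.46 in thoracic, and 30.6% ± 2.83, 20.8% ± 11.8 and 48.6% ± 9.00 in lumbar/sacral libraries. None differed between the regions by the exact permutation test (p = 0.204, 0.221 and 0.186, 0 under 0.05).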

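To compare small groups with S1 on equal terms, 10 nuclei of each other group were drawn per library. Their profile of 11465 genes was correlated with that of all S1 nuclei of the library. Only a single draw was made, so the error from drawing is not known. Pearson's r across genes was then 0.802 ± 0.0401 between S1 and S2 (SD, n = 9 libraries) and 0.814 ± 0.0341 between S1 and S3. Of the 9 rebuilt subclusters of S2, that matched to cluster 5 had the highest value, 0.844 ± 0.0187 over 2 libraries. The largest subcluster had 0.808 ± 0.0444 over 6. With subclusters from the integration over the 2 sets of libraries, chosen after seeing the data, the highest value was 0.825, from 1 library. Paired within libraries, in a test chosen after seeing the data, r with S1 was higher for S3 than for S2 by 0.0129 ± 0.0274, in 6 of 9 libraries (exact sign-flip p = 0.195). For the subcluster matched to cluster 5 it was higher than for S2 by 0.0248 ± 0.0116, in 2 of 2 libraries, too few for a test. For the one matched to cluster 5 after integration over the 2 sets, the difference was 0.0167 ± 0.0212, higher in 2 of 3 libraries.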

Notably, our analysis supports these Type 3 MNs as being related to both alphas and gammas^1^ but as sharing the greatest similarity with a subtype of alpha MNs. The transcriptomic description of these different MN types dramatically changes the landscape of markers that can be used to distinguish them and therefore should greatly simplify their identification. Indeed, intersectional approaches using genes we validated here and *Chat*, would be useful for separately targeting MN subtypes and facilitate in vivo dissection of their biological roles. 

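Of the homeobox genes that pattern the cord along its length, *Hoxd11*, on chromosome 2 of GRCm38 from 74679557 to 74687016, was at 40.1 ± 5.81 CPM in lumbar/sacral visceral MNs (SD, n = 3 libraries), 32.8 ± 5.15 CPM in skeletal MNs and 13.6 ± 2.25 CPM in interneurons. It had a corrected count in 18.9% ± 5.23 of lumbar/sacral visceral MN nuclei. In the cervical and thoracic libraries no nucleus had one: 0 of 1871 cervical and 0 of 2242 thoracic visceral MNs allow shares of up to 0.16 and 0.134% of nuclei with a count. With limma the log2 fold change of lumbar/sacral against the rest was 2.91 (standard error 0.17, adjusted p = 0.000389) in skeletal MNs, the only gene of 9999 called there, and 402 had a p under 0.05 before adjustment. Without any 1 of the 3 lumbar/sacral libraries the gene was not tested, since it then cannot reach 10 CPM in 3 sums. In interneurons, *Hoxd11* was also the only Hox gene called. Among those not called there, the log2 fold change was 1.50 for *Hoxa9*, 0.57 for *Hoxa7*, 0.24 for *Hoxb4* and 0.06 for *Hoxb3* and *Hoxb5*.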

Our data show that the embryonic marker code responsible for the development of distinct MN pools appears to be largely erased in the adult. Finally, each class of skeletal MN can be subdivided into several transcriptomically related but distinguishable types. For the alpha motor neurons, these divisions appear at least in part related to their peripheral targets, for example, *Stk32a*+ *Erbb4*+ alpha MNs project to the diaphragm whereas *Stk32a*+ *Cpne4*+ alpha MNs innervate digits. We anticipate that this rich transcriptomic dataset should help define and characterize the different subtypes of MNs and expose their differential significance in health and disease.

## Methods

### Animals

Animal care and experimental procedures were performed in accordance with protocols 17-003 and 20-003 approved by the *Eunice Kennedy Shriver* National Institute of Child Health and Human Development Animal Care and Use Committee. CAG-Sun1/sfGFP mice (B6;129-*Gt(ROSA)26Sor*^*tm5(CAG-Sun1/sfGFP)Nat*^/J; Stock No: 021039^15^) were bred to the Chat-IRES-Cre::deltaNeo line (*Chat*^*tm1(cre)Lowl*^/J);Jax Stock No. 031661^59^), in which the neomycin cassette was removed to avoid ectopic expression sometimes observed in the ChAT-IRES-Cre line. This cross resulted in the expression of the SUN1 fusion protein (nuclear-membrane targeting sequences of the SUN1 protein fused to 2 copies of superfolder GFP (sfGFP) followed by 6 copies of Myc) in cells that express Chat.

### Single nucleus isolation and sequencing

Spinal cords were rapidly extruded from Chat-IRES-Cre::CAG-Sun1/sfGFP mice after anesthesia with 2.5% tribromoethanol (0.5 ml/25 g body weight), decapitation, and a cut through the spinal column at hip level. A PBS-filled syringe fitted with a 20 G needle (7.25 mm) was inserted into the caudal end of the spinal column to flush out the spinal cord. Each cord was separated into cervical, thoracic, and lumbar/sacral regions, and matching regions from 2 mice were pooled for homogenization and nuclear isolation. FACS sorted GFP+ nuclei from *n* = 12 mice (6 females and 6 males, 8 weeks old) were pooled from each region to obtain the nuclei analyzed in this study. Samples were frozen until processing, which was performed in 3 replicates—one of male tissue, one female, and one of mixed-sex.

The nuclei isolation protocol was adapted from Sathyamurthy et al.^12^. Each sample was thawed and homogenized in a Dounce Homogenizer (Kimble Chase 2 ml Tissue Grinder) containing 1 ml freshly prepared ice-cold lysis buffer (low sucrose buffer [320 mM sucrose, 10 mM HEPES-pH 8.0, 5 mM CaCl2, 3 mM Mg-acetate, 0.1 mM EDTA, 1 mM DTT] with 0.1% NP-40) applying 10 strokes with the A pestle followed by 10 strokes with the B pestle. The homogenate was filtered through a 40 µm cell strainer (FisherScientific #08-771-1), transferred to a DNA low bind 2 mL microfuge tube (Eppendorf, #022431048), and centrifuged at 300×*g* for 5 min at 4 °C. The supernatant was removed, the pellet was gently resuspended in low sucrose buffer and centrifuged for another 5 min. The nuclei were resuspended in 500 µl 1× PBS with 1% BSA and 0.2 U/µl SUPERaseIn RNase Inhibitor (ThermoFisher, #AM2696) and loaded on top of 900 µl 1.8 M Sucrose Cushion Solution (Sigma, NUC-201). The sucrose gradient was centrifuged at 13,000×*g* for 45 min at 4 °C. The supernatant was discarded, the nuclei were resuspended in 500 µl Pre-FACS buffer (1× PBS with 1% BSA, 0.2 U/µl SUPERaseIn RNase Inhibitor), and filtered through a 35 µm cell strainer (Falcon #352235). Before FACS sorting, 2.5 µl of 5 mM DRAQ5 (ThermoFisher #62251) were added.

Samples were processed on a Sony SH800 Cell Sorter with a 100 mm sorting chip and GFP+/DRAQ5+ nuclei were collected into 1.5 ml centrifuge tubes containing 10 µl of the Pre-FACS buffer. We collected ~24,000, 15,000, and 34,000, GFP+ nuclei from the cervical, thoracic, and lumbar/sacral spinal cord samples, respectively (these nuclei were pooled from *n* = 4 mice in 3 replicates, *n* = 12 total). Using a Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10X Genomics), GFP + nuclei were immediately loaded onto a Chromium Single Cell Processor (10X Genomics) for barcoding of RNA from single nuclei. Sequencing libraries were constructed according to the manufacturer’s instructions and resulting cDNA samples were run on an Agilent Bioanalyzer using the High Sensitivity DNA Chip as quality control and to determine cDNA concentrations. The samples were combined and run on an Illumina HiSeq2500 with Read1 = 98-bp, Read2 = 26-bp, and indexRead = 8. There were a total of 410 million reads passing the filter. Reads were aligned and assigned to Ensembl GRm38 transcript definitions using the CellRanger v3.1.0 pipeline (10X Genomics). The transcript reference was prepared as a pre-mRNA reference as described in the Cell Ranger documentation.

### Single nucleus analysis

Sequencing data were analyzed using the R package Seurat version 3.1.4^60^ following standard procedures^61^. Outliers were identified based on the number of expressed genes and mitochondrial proportions and removed from the data. Removal of outliers resulted in 34,231 total remaining cells for analysis. Each separately barcoded region of the spinal cord was separately processed by the standard methods. Briefly, the data were normalized and scaled with the SCTransform function, the linear dimensional reduction was performed on scaled data, and significant principal components (PCs) were identified using the elbow method. Only significant PCs, (10–30, determined via the elbow plot method for each analysis) were used for downstream clustering. Clustering was performed using the Seurat functions FindNeighbors and FindClusters (resolution = 0.6). Clusters were then visualized with t-SNE or UMAP^62^. Reference anchors were identified between each spinal cord region dataset before integration with the IntegrateData function, and integrated data were then processed by the same methods. For subclustering, clusters of interest for each subtype were taken as a subset from the cholinergic neuron dataset and significant PCs were used for downstream clustering similarly to above. All data was visualized with the SCT assay, and plots were generated using Seurat functions. Clustering of all cholinergic neurons resulted in 23 clusters (Supplementary Fig. 5a); due to their proximity, clusters 3, 4, and 22 were combined.

Cluster-specific marker genes were identified using the FindAllMarkers function, utilizing a negative binomial distribution (DESeq2^63^). Only positive markers were identified, and the data were down-sampled to 100 cells per cluster to facilitate comparison. Genes had to be detected in a minimum of 25% of cells and display at least a 50% log fold change. Only markers with a p-value under 0.1 were returned. In selecting top markers for each cluster, we prioritized expression in a low number of cells outside each cluster and a higher log fold change in a large number of cells within each cluster. We filtered the markers to identify genes with expression in fewer than 30% of cells outside of each cluster and an average log fold change greater than 60% between each cluster and all other clusters and selected the genes that were least expressed outside of each cluster for visualization. In this way, we were able to select markers that are highly expressed within each cluster, while still being restricted to genes unique to each individual cluster.

### Identification of activity-related genes among alpha MNs

Gene ontology (GO) terms related to firing properties were selected (channel activity, GO:0005216; GABA receptor activity, GO:0016917; g-protein-coupled receptor activity, GO:0004930), and alpha MN marker genes within each ontology were identified (Supplementary Table 2).

### Fixed tissue harvest and immunostaining

Mice were anesthetized with 2.5% avertin and transcardially perfused with saline, then 4% paraformaldehyde, followed by overnight post-fixation and cryoprotection in 30% sucrose prior to sectioning. Sixteen micrometer thick coronal slices were collected onto positively charged slides using a Leica CM3050 S Research Cryostat. For immunostaining, tissue was permeabilized in 0.1% Triton-X100 in 1× PBS (PBSTx), then blocked in 5% normal donkey serum in 0.1% PBSTx. The primary antibody was diluted in 0.5% normal donkey serum in 0.1% PBSTx and tissue was incubated overnight at 4 °C. Tissue was washed in 0.1% PBSTx and incubated in secondary antibody (ThermoFisher) diluted in 0.1% PBSTx for 1 h, washed in 1× PBS, and coverslipped with Prolong Diamond (ThermoFisher #P36961). Primary antibodies: anti-SV2B (Synaptic Systems# 119 102, 1:500), anti-VGLUT1 (Synaptic Systems #135 011, 1:500). Alpha-bungarotoxin (ThermoFisher #B13422, 1:200) was diluted with a secondary antibody.

### Retrograde tracing

Motor neurons innervating specific muscles were retrogradely labeled using the tracer FastBlue (Polysciences Inc. #17740) at 5% w/v. Mice were anesthetized using isofluorane and a small incision was performed on the skin to expose the muscle of interest. Tracer was loaded into a Hamilton syringe (Hamilton #1701N) and mounted onto a syringe pump (KD Scientific #78-0220). Tracer was delivered at a rate of 1 µl/min, 1 µl per site, 2–4 sites per muscle, depending on muscle size. Tibialis anterior (TA) was injected at 3 sites per side, soleus at 2 sites per side, lumbar extensors of the spine^43^ (axial) at 4 sites per side, hindlimb footpads (digit) at 3 sites per side. Phrenic MNs were labeled by transthoracic injection, as previously described^64^. The tissue was fixed and harvested 3 days post-injection.

### Multiplexed in situ hybridization

Spinal cord tissue was rapidly extruded as above or dissected out, immediately embedded in O.C.T. compound (Tissue-Tek), and fresh frozen on dry ice, taking care to work rapidly in order to minimize RNA degradation. The tissue was cut into cervical, thoracic, lumbar, and sacral regions that were co-embedded together for parallel processing and stored at −80 °C. Blocks were sectioned into 16 µm-thick coronal slices onto positively charged slides using a Leica CM3050 S Research Cryostat. Slides were dried in the cryostat, then stored at −80 °C for up to 2 weeks. Multiplexed in situ hybridization was performed according to the manufacturer’s instructions for fresh frozen sections (ACD: 320851). Briefly, sections were fixed in 4% paraformaldehyde, treated with Protease IV for 30 min, and hybridized for 2 h at 40 °C (HybEZ II System) with gene-specific probes to mouse *Bnc2, C1qtnf4, Chat, Cpne4, Dach2, Erbb4, Fbn2, Glis3, Gpc3, Gpr149, Grm5, Gulp1, Mpped2, Nrp2, Piezo2, Plekhg1, Prph, Rbfox3, Reln, Rreb1, Sema5a, Slc6a1, Sst, Stk32a, Sv2b, Tns1, Tox*, and *Zeb2* identified from single nucleus analysis. Each probe was tested in at least *n* = 2 mice.

Sections for in situ hybridizations of fixed tissue were harvested and sectioned as previously described. Slides were dried at 60 °C for 10 min, then stored at −80 °C for up to 2 weeks. For in situ images overlayed with Fast Blue or Chat-Cre::Ai14 signal, multiplexed in situ hybridization was performed according to the manufacturer’s instructions for fixed frozen sections (ACD: 323100, 323120) through dehydration, then imaged in a 2× SSC buffer with pyranose oxidase (Sigma: P4234) and RNAse inhibitor (NEB: M0314L), after which the ACD protocol resumed. Probe targets were visualized using Opal dyes 520, 570, 620, or 690 (Akoya). Catalog numbers for all in situ hybridization reagents are listed in Supplementary Table 2.

Slides were imaged either using a Zeiss Axiocam 506 color camera and Zeiss Apotome.2 for optical sectioning, or a Zeiss confocal LSM800. Imaging settings were stitched using Zeiss ZEN software (blue edition). We used FIJI^65^ to generate maximum intensity projections and adjust brightness and contrast.

### Overlaying tracer or endogenous signal with multiplexed ISH signal

Images from before (FastBlue or Ai14 signal) and after (ISH signal) probe hybridization were overlaid and manually aligned with the Arivis Vision 4D software channel shift tool, using unique cell shapes, tissue tears, and section edges as landmarks. Channels were saved separately and merged using FIJI software.

### Quantification of cells labeled by ISH markers (FastBlue retrograde label experiments, and analysis of *Fbn2*+ lateral horn cells)

Using FIJI software, FastBlue labeled cells were outlined manually. Cells were counted as positive for in situ hybridization probes if there were 3 or more distinct puncta within the region defined by FastBlue. Only FastBlue labeled cells also positive for *Stk32a* were used in the analysis. A Shapiro-Wilk test was performed on the ratio of probe-positive cells within *Stk32a*+ Fast Blue+ cells for each cluster marker by muscle. Probes were tested in at least 2 animals per muscle.

*Chat* or *Prph* signal in the lateral horn was used to determine visceral MN regions of interest. The *Chat*+ or *Prph*+ cells were outlined, and those that were also *Fbn2*+ were analyzed for expression of marker genes expected to display differential localization along the rostro-caudal axis of the spinal cord. Positivity was determined by the identification of 3 or more distinct puncta within the outlined region of each cell. The percent of visceral subcluster marker (*Dach2*, *Gpc3*, *Sema5a*, or *Sst*) positivity in these cells was determined for each spinal cord level (C, T, L, and S).

### Whole tissue immunolabeling and clearing by iDisco+

Whole adult spinal cords were dissected out from Chat-IRES-Cre::CAG-Sun1/sfGFP double heterozygous mice and fixed in a straightened position using 4% paraformaldehyde in PBS. To immunolabel and visualize GFP-positive nuclei within whole cleared tissue, spinal cords were processed for iDisco+ as previously described^66^. Spinal cords were immunolabeled with Chicken anti-GFP (ThermoFisher #A10262) at 1:200 during a 3-day incubation at 37 °C, washed, then labeled with AlexaFluor 647-conjugated goat anti-chicken secondary antibody (ThermoFisher #A21449) at 1:200 for 2 days at 37 °C. Spinal cords were embedded in 1% agarose prior to the clearing steps to facilitate their handling and imaging once cleared. Imaging was performed by light-sheet microscopy using the Ultramicroscope II (Miltenyi Biotec) and the LaVision Biotec ×4 objective. Images were acquired using Imspector software (single sheet, 13 dynamic focus planes, and Contrast Adaptive/Contrast algorithm). Video and 2D image renderings were generated using Arivis Vision 4D software.

### Statistics and reproducibility

All quantification of microscopy images was performed blinded. Statistical analyses were performed using GraphPad Prism 9. All validation of sequencing results by in situ hybridization was replicated across at least 5 sections from multiple animals. All attempts at replication were successful. All micrographs are representative images.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Video 1

Supplementary Video 2

Reporting Summary

## Data Availability

The datasets generated during and/or analyzed during this study have been deposited in the Gene Expression Omnibus (GEO) under accession number “GSE167597”. An interactive web portal for exploring the dataset is available at www.spinalcordatlas.org and also at https://seqseek.ninds.nih.gov/. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Single nucleus RNA-sequencing defines unexpected diversity of cholinergic neuron types in the adult mouse spinal cord
**Source:** Nat Commun. 2021 Apr 30;12:2471. doi: 10.1038/s41467-021-22691-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary Data 1. All markers differentiating between cell types identified in this study.**

**Supplementary Data 2. Activity-related alpha MN marker genes.**

**Supplementary Movie 1. Whole tissue clearing of Chat-IRES-Cre; Sun1-sfGFP lumbar spinal cord with immunolabeling of nuclei sequenced in this study.**

Lumbar spinal cord sample processed by iDisco using anti-GFP antibodies to detect Sun1-positive nuclei of cholinergic neurons.

**Supplementary Movie 2. Whole tissue clearing of Chat-IRES-Cre; Sun1-sfGFP cervical spinal cord with immunolabeling of nuclei sequenced in this study.**

Cervical spinal cord region processed by iDisco using anti-GFP antibodies to detect Sun1-positive nuclei of cholinergic neurons.

How the deposited data were processed for this re-analysis (not part of the article)

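Single-nucleus RNA sequencing (10x Chromium 3' chemistry, version 3) was done on GFP+ nuclei sorted from the spinal cords of 12 mice in 3 pools of 4, each pool divided into cervical, thoracic and lumbar/sacral tissue, which gives 9 libraries. Replicate 1 held both sexes, replicate 2 males and replicate 3 females. Region, sex and replicate were taken from the labels the authors give with each nucleus. The authors aligned reads with Cell Ranger 3.1.0 to a pre-mRNA reference of GRCm38, removed outlying nuclei, and normalized the data with SCTransform in Seurat 3.1.4, working on each barcoded region apart. The values used here are the corrected counts the authors deposited for 16042 cholinergic nuclei, and their unit is treated as a score made by a model, not as a count of molecules. That was read from the values: they are whole numbers, but the totals of the nuclei of a library vary by an SD of 5.85 to 10.7% of their mean and end at a sharp upper limit, which raw counts of nuclei do not do. The labels of 34231 nuclei, including those that are not cholinergic, give the class, the cluster and the skeletal type.

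Corrected counts were summed over the nuclei of a library and a class or cluster, where it held at least 10 nuclei, and scaled to 1000000 (CPM). Tests between groups of such sums used limma 3.58.1 in R 4.3.3, with a trend, on the log2 of CPM plus a pseudocount of 5, for genes with at least 10 CPM in at least 3 sums. A gene was called at an adjusted p under 0.05 after Benjamini and Hochberg. Markers of a class also had to be higher by a log2 fold change of at least 1, and genes between skeletal types to differ by at least 1 either way. Class and type comparisons carried a term for the library. Region comparisons had none, and sex comparisons had a term for the region and left out the pool of both sexes. The comparisons, the samples in them, the alternatives and the rule for naming genes were set before the data were examined. That plan assumed raw counts and named the quasi-likelihood test of edgeR, which was not run, because the values are not raw counts. For the same reason TMM scaling and the Wald test of DESeq2 were not run, and scaling by the median of ratios to the geometric mean took their place as an alternative. The change was made after the unit was known and before any comparison was fitted. The limma analysis was tested on simulated data with the layout of 4 of the comparisons, where it recovered 91 to 98.5% of 200 changed genes. Of the genes it called there, 0 to 7.14% were false, the most in the layout of lumbar/sacral against other visceral MNs, where 5% is aimed at. Each simulated gene varied independently between libraries, with an SD of 0.25 on the natural log scale. Every change put in was over 1 on the log2 scale. No difference shared by several libraries was put in, whereas the real sums have one, so these rates may not hold for them.

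The share of nuclei with at least 1 corrected count was computed per library. Differences between 2 groups of nuclei were tested by a two-sided exact sign-flip test over the libraries with at least 10 nuclei of both groups, which makes 512 flips with 9 libraries. Shares of lumbar/sacral nuclei were compared with those of the other regions by an exact permutation test over 84 groupings. Shares of clusters were compared between regions by an exact permutation test over 1680 assignments and between the male and female pools over 8 assignments within regions, for which the smallest p is 0.25. For shares of clusters, this test had been set as an alternative to a count model on the numbers of nuclei. It took the place of that model, which was not run, when count models were given up.

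Subclusters of alpha MNs, visceral MNs and interneurons are not among the labels used here, so nuclei of these classes were clustered again with Seurat 5.3.0 after the paper's methods, but with log normalization in place of SCTransform, which had already been applied to the values. The settings were integration over the 3 regions with 30 dimensions for anchors, 2000 variable genes, 20 principal components and a resolution of 0.6. A rebuilt subcluster was compared with one of the paper only when each was the best match of the other by the mean level of the markers the paper shows and at least 3 of these markers were found in 10 percent of its nuclei or more. Its borders move with rounding and with the order of tied values. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and scanpy 1.11.5. Random draws used the seed 1.

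Median totals per library ran from 4712 to 16127 corrected counts per nucleus, lowest in lumbar/sacral replicate 1, so a share in one library is not equal in depth to a share in another. Nuclei were therefore also thinned to 4600 corrected counts, which left out 8.63% of them, 44.1% of lumbar/sacral replicate 1 and 13.6% of lumbar/sacral replicate 3. Where no nucleus had a count, the limit given is 3 counts over the number of nuclei. Confidence intervals are Wilson intervals at 95 percent. Limits and intervals cover counting error only, and limits apply to nuclei with a corrected count, not to nuclei that express the gene.

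The alternatives were scaling by the median of ratios, no filter on low values, genes with at least 10 corrected counts in every library sum, nuclei called as doublets by Scrublet (expected rate 0.06) left out, for which the corrected counts have lost most of the depth that sets doublets apart, thinned nuclei, no library term or no region term, a replicate block (the replicate as a covariate, in limma, for shares of clusters after an arcsine transformation), each library or replicate left out in turn, at least 2 corrected counts, nuclei of all libraries pooled, 10 and 30 principal components, resolutions of 0.4 and 0.8, and no integration. The alternatives chosen after seeing the data were pseudocounts of 1 and 20, the male cervical and thoracic libraries left out, a term for 2 sets of libraries that separate along the first principal component, limma on arcsine shares, and integration over these sets. The planned normalization of numbers of nuclei per cluster by TMM was not run. Named genes are those the paper names at a claim, all Hox genes, genes of the X and Y chromosomes that tell sex, and for each comparison by region or sex at most 5 genes with the largest absolute log2 fold change among those past the threshold whose libraries do not overlap between the groups. Results for a few genes that this rule covers are not reported here. Coordinates come from the annotation of GRCm38. Values of in situ hybridization are the paper's own counts and are marked so. Experiments of the paper other than the sequencing were not analysed here.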

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

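The tests of sex on cluster shares and on *Hoxc5*, of mixed tissue on the slope, of exchanged labels on *Hoxc5*, of library batches on *Hoxc5* and of oligodendrocyte genes were chosen after the results were seen, as was the term for 2 sets of libraries.

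The male pool ran opposite to the other pools between cervical and thoracic libraries. Over the 60 genes of visceral MNs that differed the same way in the mixed-sex and the female pool, the male difference correlated with the mean of the other pools at r = -0.952, and 60 of 60 genes had the opposite sign. In interneurons r was -0.958 over 9 genes, 9 of them opposite. In skeletal MNs, *Hoxc5* was at 16.1 CPM in cervical and 101 CPM in thoracic nuclei of the mixed-sex pool, at 15.6 and 94.5 CPM in the female pool and at 82.5 and 9.44 CPM in the male pool, a male difference of 2.60 on the log2 scale. With 1 library per pool and region, the difference between pools was not tested. Lumbar/sacral nuclei of the male pool ran the same way as the other pools, with slopes from 0.897 to 0.985. Over the 22 genes that qualified in skeletal MNs, r was -0.398 and 14 were opposite, too few and too mixed to tell exchanged libraries apart from other explanations there.

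Several technical explanations have values against them. Depth is not among them. After thinning r in visceral MNs was still -0.934, but the thinned sums were rescaled to CPM. That keeps differences about the same whatever their cause, so depth is not tested by this value. A mixture in which each male library kept mostly tissue of its labelled region would give a slope from 0 to 1, and the slope was -0.777. A mixture mostly of the other region in each would give a slope under 0 and cannot be told apart from an exchange by this value. Library batches would leave no difference where both libraries of a pool fall in 1 of the 2 sets described under the other observations, yet the mixed-sex pool, with both in the first set, had a *Hoxc5* difference of -2.34. Sex acting alone would place the mixed-sex pool midway between the male and the female pool. Its differences in the shares of V1 to V10 had a slope of 0.872 on the female differences, and its *Hoxc5* difference was 1.03 times the female one, both near those of a replicate. Slopes on the female difference were also taken over the 1251, 1176 and 1216 genes where it was at least 1 on the log2 scale. Those of the mixed-sex pool were 0.0471 in skeletal MNs, 0.106 in visceral MNs and 0.0419 in interneurons. Those of the male pool were 0.0143, -0.165 and -0.142 in the same order. The mixed-sex pool thus lay near the male pool, and not midway to the female pool as sex alone would place it. The female cervical and thoracic libraries lie in different sets, so these slopes cannot be told apart from the difference between the sets.

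An exchange of the male cervical and male thoracic libraries, at dissection, in the library preparation or in the labels, is a candidate explanation. It needs a male difference opposite to that of the other pools. The correlations of -0.952 and -0.958 and the *Hoxc5* difference of 2.60 have that sign, but they are the pattern that prompted this explanation and do not test it. The shares of clusters show the same pattern. V5 held 18.4% and 20.6% of cervical visceral MNs in the mixed-sex and female pools and 1.19% in the male pool, against 1.74%, 0.102% and 28.9% of thoracic ones. Neither these values nor the labels settle it. Each sex is 1 pool of 4 mice, so sex together with the mice of a pool stays open beyond what the mixed-sex pool shows. The labels were kept as given in every result. Comparisons of lumbar/sacral with both other regions pool cervical and thoracic libraries and would keep their fitted fold changes under an exchange, as these 6 libraries enter with equal weight, while cervical against thoracic would change.

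*Mbp*, a myelin gene listed in Supplementary Data 1 for S1 and S2 but not discussed in the text, had a corrected count in 47.8% ± 9.24 of S1 and S2 nuclei and in 19.0% ± 7.64 of the other cholinergic nuclei (SD, n = 9), higher in 9 of 9 libraries. After thinning 22.6 ± 8.67 points were left. The authors' correction had already made the totals of the nuclei of a library alike, so thinning does not test the depth of the clusters before it, and depth stays open. RNA of oligodendrocytes would raise their other abundant genes too. Of 4 such genes, *Mog*, *Mag*, *Mobp* and *St18*, 0 were found in a larger share of S1 and S2 nuclei in every library. They were found in 0.947%, 2.01%, 1.11% and 1.66% of the other nuclei, so near the floor that oligodendrocyte RNA cannot be told apart from other explanations by them. Reads shared with other genes and the authors' normalization were not tested. A biological difference between skeletal types and other classes stays open, as untested.

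*Hoxd11*, which the paper does not discuss, had a log2 fold change of 3.16 in visceral MNs of lumbar/sacral against cervical and thoracic libraries (standard error 0.17, limma adjusted p = 3.91e-05), 2.91 in skeletal MNs and 1.89 in interneurons. It had a corrected count in 282 of 1500 lumbar/sacral visceral MNs and in 0 of 1871 cervical and 0 of 2242 thoracic ones, which allows shares of up to 0.16% and 0.134%. Since the other regions are at 0, these fold changes depend on the pseudocount. Without any 1 of the lumbar/sacral libraries the gene was no longer tested, since it cannot then reach 10 CPM in 3 sums. With a pseudocount of 1 it was called in visceral MNs but not in skeletal MNs or interneurons. In interneurons the call was also lost without cervical replicates 1 or 3 or without any 1 of the thoracic libraries, with the same fold change of 1.89. After thinning the visceral value was 3.28. The thinned sums were rescaled to CPM, which keeps a fold change about the same whatever its cause. Depth is therefore not tested by this value and stays open. The values were 3.12 with median-of-ratios scaling, 3.16 with the replicate block and 3.17 with the term for 2 sets of libraries. In interneurons the thinned value was 2.05 (limma adjusted p = 0.0505), where the adjusted p otherwise ran from 0.00107 to 0.0446 over these alternatives. Free RNA of the tissue would give the 3 classes of a library a like level, but the highest class was at least 2.82 times the lowest in each lumbar/sacral library. For *Hoxa9* that ratio was 1.69 at the lowest and for *Hoxa7* 1.20, too near 1 for such genes to be told apart from free RNA by it. Reads shared between Hox paralogs were not tested, so these and a level of *Hoxd11* that depends on the region of adult cholinergic nuclei both stay open.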

How the results depend on the processing

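The pseudocounts, the leaving out of the male cervical and thoracic libraries, the term for 2 sets of libraries, limma on arcsine shares and the integration over the 2 sets were chosen after seeing the data. Of the recomputed counts of genes, clusters and comparisons, 301 stayed within 1.5 times the count first obtained and 81 did not. Counts of 0 that stayed at 0 are among the 301, many of them from tests with little power, so the 301 do not measure how robust the results are. Of the fold changes of single genes, 386 kept their side of the threshold, 61 lost it and 4 gained it, and 0 reversed. Most losses were of *Gldn*, *Col8a1*, *Rxfp2* and *Hoxd11* in interneurons, lumbar/sacral against the other regions. Of the shares of single genes, 328 stayed within 1 SD and 78 did not, 47 of these with a minimum of 2 corrected counts and 31 after thinning, both of which lower shares by construction. The settings not named below for a result left its count within 1.5 times. The cause was not tested except where stated.

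With only genes of at least 10 corrected counts in every library sum, where fewer genes are tested, the class markers were 369 for skeletal MNs, 226 for visceral MNs and 197 for interneurons, and the skeletal types differed by 179 (S1, S2), 208 (S1, S3) and 312 genes (S2, S3). Under this filter lumbar/sacral against the rest gave 0 genes in skeletal MNs and 2 in interneurons, and male against female 0 in each class. At an unadjusted p under 0.05 limma then had 429 genes in skeletal MNs by region and 1307, 1468 and 1477 by sex. A pseudocount of 20, which shrinks fold changes toward the threshold, gave 305, 191 and 216 class markers and 293, 341 and 488 genes between types. A pseudocount of 1 gave 901 genes between S1 and S2, and for lumbar/sacral against the rest 0 in skeletal MNs and 2 in interneurons. With each library left out, class markers ran from 599 to 644, 419 to 434 and 360 to 390, and genes between types from 568 to 678, 594 to 632 and 908 to 1019.

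For lumbar/sacral against cervical and thoracic, the replicate block gave 737 genes in visceral MNs, 4 in skeletal MNs and 44 in interneurons, and the term for 2 sets of libraries 833, 8 and 83, against 428, 1 and 5 without either. With no filter on low values there were 12 in skeletal MNs. In interneurons there were 3 with median-of-ratios scaling, 0 with nuclei thinned to one depth and 13 without the male cervical and thoracic libraries. Without 1 library at a time, the count in visceral MNs ran from 160 to 471. It was 160, 176 and 219 without lumbar/sacral replicates 1, 2 and 3, and 267 without cervical replicate 1. In skeletal MNs it was 0 to 1, with *Hoxd11* lost without any 1 of the lumbar/sacral libraries because it then no longer passes the filter. In interneurons it was 1 to 9, 9 without thoracic replicate 2, and 1 without cervical replicates 1 or 3, thoracic replicates 1 or 3 or any lumbar/sacral library. Where limma called 0, the counts at an unadjusted p under 0.05 were 389 in skeletal MNs with a pseudocount of 1, 540, 173 and 230 there without lumbar/sacral replicates 1, 2 and 3, and 305 in interneurons with thinned nuclei. Cervical against thoracic visceral MNs gave 0 in limma under every setting run, with 160 at an unadjusted p under 0.05 with all libraries, 26 without cervical replicate 3 and 939 without cervical replicate 2.

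Between the male and female pools, median-of-ratios scaling and the fit with no region term each gave 8 genes in interneurons. With 1 library left out the counts ran from 0 to 1329 in skeletal MNs, 0 to 425 in visceral MNs and 0 to 1331 in interneurons. The high values, 1314, 362 and 1251 without cervical replicate 2 and 1329, 425 and 1331 without cervical replicate 3, come from fits in which the region term takes up the 1 cervical library left, whose spread is assumed to be that of the others. The comparison then rests on thoracic and lumbar/sacral libraries, which for these 2 pools all lie in 1 of the 2 sets of libraries. Without thoracic replicate 2 there was 1 gene in each class, without thoracic replicate 3 there were 5, 2 and 2, without lumbar/sacral replicate 2 there were 1, 0 and 1, and without lumbar/sacral replicate 3 there were 0 in each class. Part of this fall follows from the filter. *Uty* was not tested without a male library, nor *Xist* without a female one, since neither can then reach 10 CPM in 3 sums.

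The exact permutation test called 0 of the 21 cholinergic clusters, 0 of the interneuron clusters and 0 of V1 to V10 by region, with 5, 1 and 4 at an unadjusted p under 0.05. With the replicate block, which uses limma on arcsine shares, 1 of the 21 clusters was called (V8), 2 interneuron clusters (I5, I6) and 4 of V1 to V10 (V1, V6, V8, V9). Limma on arcsine shares without the block called 5 of the 21 (I4, V1, V6, V8, V9), 2 interneuron clusters and 4 of V1 to V10. Without the male cervical and thoracic libraries, 2 interneuron clusters, 9 of V1 to V10 and the 3 classes were called. Leaving out 1 library gave 0 to 2 of the 21 clusters and 0 to 1 interneuron clusters, both highest without cervical replicate 3. It gave 0 to 3 of V1 to V10, with 3 without cervical replicate 2 or thoracic replicate 2 and 1 without cervical replicate 1 or 3. With the planned test the smallest p is 0.00357, so with 21 clusters more than 1 must reach it for a call after adjustment. Compositions by sex cannot reach a p under 0.05 by the exact test.

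Of 95 comparisons of shares of nuclei, 76 were past the threshold. Without replicate 1 or 3 there were 0, with 57 and 58 at an unadjusted p under 0.05, and without replicate 2 there were 71. With 6 libraries the smallest p of the sign-flip test is 0.0312, and adjustment over 95 comparisons passes it only when more comparisons reach it than did without replicate 1 or 3. There were 79 after thinning, 74 with at least 2 corrected counts, 75 without doublets and 72 without the male cervical and thoracic libraries. The numbers of rebuilt subclusters stayed within 1.5 times, at 19 to 25 for visceral MNs, 8 to 11 for alpha MNs and 12 to 21 for interneurons, integration over the 2 sets included. Depth limits shares most in lumbar/sacral replicate 1, where thinning to 4600 corrected counts left out 44.1% of nuclei. DESeq2 size factors and Wald test, and TMM, set as alternatives for raw counts, were not run on corrected counts.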

Differences from the paper's values

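The rule of a mean share over 1.5 times that of the next region, the rebuilt subclusters integrated over the 2 sets of libraries and the leaving out of the male cervical and thoracic libraries were chosen after seeing the values. The paper reports 12 of its 16 visceral subclusters as unique to or more abundant in a region, the paper's values, with no test. By the exact permutation test over libraries, 0 of the 23 rebuilt subclusters were called, with 1 at an unadjusted p under 0.05. The count was also 0 with nuclei under the thinning depth left out, with Scrublet doublets left out, with the replicate block in limma and with each library left out, so all of the alternatives set before the data were examined differ from the paper's value. The smallest p of the exact test with all libraries is 0.00357, so 1 subcluster alone cannot pass adjustment over 23, and at least 2 have to reach that p. The 0 calls therefore do not show that no subcluster differs between regions. A mean share over 1.5 times that of the next region, with no test, was met by 11 of the 23, and by 10 of 19 after integration over the 2 sets. Since the rebuilt subclusters are not the paper's, none of the paper's 12 can be counted as kept or dropped by this rule. The other values that the paper states and that were also computed, among them numbers of nuclei, clusters and shares with class markers, were within 1.5 times. The paper's number of 16 visceral subclusters was within 1.5 times of the 23 found and of 20 to 23 in the alternatives set before the data were examined, except for 25 at a resolution of 0.8. No setting run gave 16, the lowest being 19 after integration over the 2 sets.

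Over the genes that the paper lists as class markers past its adjusted p, for which the test took nuclei as replicates, limma over libraries called 116 of 128 for skeletal MNs, 47 of 51 for visceral MNs and 41 of 42 for interneurons. *Lrrc4c*, among the 12 not called for skeletal MNs, was called without any 1 of the lumbar/sacral libraries, and the others in no setting. Of the 17 genes not called, 16 were higher in the class the paper lists them for at an adjusted p under 0.05 and fell short only of the log2 fold change of at least 1 required here, and *Meg3*, listed for visceral MNs, had a log2 fold change of -0.10 (limma adjusted p = 0.212). The paper reports observing no differences by sex among cholinergic neurons. *Xist* and genes of the Y chromosome were called in each class, 7 genes in skeletal MNs, 5 in visceral MNs and 5 in interneurons. Without lumbar/sacral replicate 3 limma called 0 in each class (338, 377 and 283 at an unadjusted p under 0.05), and without lumbar/sacral replicate 2 it called 0 in visceral MNs (335). *Xist* was not tested without lumbar/sacral replicate 3, nor *Uty* without lumbar/sacral replicate 2, since neither can then reach 10 CPM in 3 sums. The paper places *Dach2*, *Gpc3* and *Sema5a* higher in cervical and thoracic than in lumbar/sacral visceral MNs. All 3 had negative log2 fold changes, and limma called 0 of 3. *Gpc3* was called without thoracic replicate 2 and *Sema5a* without cervical replicate 2, and both without the male cervical and thoracic libraries, a setting chosen after seeing the values. *Dach2* was called in no setting and had a log2 fold change of -0.19 (limma adjusted p = 0.916), with an exact p of 0.976 for its share in thinned nuclei. The paper gives *Piezo2* as present in V2, V3, V7 and V8, and 3 of these 4 exceeded skeletal MNs. In V8 the difference from skeletal MNs in the same libraries was 3.31 ± 5.08 points (SD, n = 3), higher in 2 of 3 libraries. Since the paper also detects *Piezo2* in a subtype of alpha MNs, this does not show that V8 lacks the gene. The paper restricts the *Bnc2* cluster to cervical nuclei. No rebuilt subcluster matched it, and *Bnc2* was at 15.2 CPM in visceral MNs of the library labelled male thoracic, against 0.910 CPM in the library labelled male cervical. The paper's text finds clusters 3 and 4 of alpha MNs absent from thoracic cord, while the legend of its Fig. 4 calls them sparse or missing there. The rebuilt subclusters matched to them by markers held 26 and 5 thoracic nuclei, the 5 all from the library labelled male thoracic. Without it and the library labelled male cervical, a setting chosen after seeing the values, cluster 4 had a thoracic share of 0% and cluster 3 of 13.3%. The paper places clusters 2, 6 and 7 of alpha MNs mainly in cervical cord. Of the 3 rebuilt subclusters matched to them, 2 had their highest mean share there, while that matched to cluster 6 held 15.1% of lumbar/sacral and 13.0% of cervical S2 nuclei. Without the male cervical and thoracic libraries, a setting chosen after seeing the values, the one matched to cluster 6 held 19.5% of cervical, 15.1% of lumbar/sacral and 1.09% of thoracic S2 nuclei, while the one matched to cluster 2 then held 1.19% of cervical, 1.29% of lumbar/sacral and 1.63% of thoracic ones and no longer had its highest share there. The one matched to cluster 7, whose 6 thoracic nuclei all came from the library labelled male thoracic, then held 5.31% of cervical and 0% of the other S2 nuclei. After integration over the 2 sets of libraries, the 3 matched subclusters had 91, 78 and 34 cervical nuclei, more than in either other region, although by mean share the one matched to cluster 6 was still higher in lumbar/sacral (12.9%) than in cervical (10.1%) libraries.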

Other observations

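The 3 tests of the 2 sets of libraries were chosen after the result was seen, and so was the term for the sets.

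The first principal component of the library sums, with 59.5% of the variance in skeletal MNs, 51.7% in visceral MNs and 66.3% in interneurons, parted the same 2 sets of libraries in each class. The first set was cervical replicates 1 and 3, thoracic replicate 1 and lumbar/sacral replicate 1, and the second the other 5. Every library of the second set was above every library of the first for 1570 genes in skeletal MNs, 2040 in visceral MNs and 2283 in interneurons, and every library of the first above every library of the second for 1154, 938 and 1112. Of the former 30.0%, 20.7% and 20.4% were not protein coding and of the latter 1.83%, 2.37% and 2.54%, against 7.72%, 7.23% and 7.28% of all genes tested. Depth has a value against it, since the median totals of the sets overlap (4712 to 11077 and 5701 to 16127, exact permutation p = 0.714). Sex as the whole difference has one too, because the second set holds all 3 male libraries and 2 female ones. The difference between the sets was alike in the 3 classes, with a lowest correlation across genes of 0.923 between classes, which is consistent with a difference between library batches. The paper states that samples were processed in 3 replicates. Replicate 1 lies in the first set and replicate 2 in the second, while cervical replicate 3 lies apart from the rest of replicate 3. No label or statement of the paper used here gives a batch that matches the sets fully. The sets were found from the same data, and an effect of the authors' correction was not tested. Sex, with the mixed-sex pool all in the first set and the male pool all in the second, stays open as part of the difference.

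The sets mattered for subclusters. Of the rebuilt subclusters, 9 of 23 for visceral MNs, 1 of 9 for alpha MNs and 9 of 18 for interneurons drew at least 90 percent of their nuclei from 1 set. After integration over the sets it was 0 of 19, 1 of 11 and 0 of 16. Of the 21 clusters of the authors, 0 did so.

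The libraries were also divided in other ways to ask whether other splits give as many called genes. For the 3 sets of class markers and the 3 pairs of skeletal types, 1 split of 100 gave as many, the real one in each case. The authors drew these classes and types by clustering the same nuclei, so the real split was bound to give the most genes, and chance cannot be excluded by this count. For lumbar/sacral against the rest it cannot be excluded over all 84 splits. In visceral MNs 5 splits gave as many genes, in skeletal MNs 11 and in interneurons 7, the real one included. Of the others, the largest count in each class, 1893, 858 and 1855, came from the split that sets cervical replicates 1 and 3 and thoracic replicate 1 apart, 3 libraries of the first set. The split by replicate 1 gave 920, 841 and 1005. With the term for the sets the real comparison gave 833, 8 and 83 genes, and with the replicate block 737, 4 and 44. The replicates pair the libraries, with a median correlation of 0.698 over the 27 pairs of libraries of the same replicate, 21 of them over 0.1. The 6 pairs with cervical replicate 3 were negative, from -0.220 to -0.0137, so this library does not pair with its replicate and the next comparison holds only as far as the others do. Among the 27 splits that take 1 library from each replicate, as the real one does, the real split gave the most genes in visceral MNs, with 185 for the next, and in interneurons, with 4 for the next. In skeletal MNs 2 of them gave as many, the real one included. The other splits put 2 or 3 libraries of a replicate on the same side.

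For cervical against thoracic visceral MNs, with 0 genes called by limma, all 10 splits gave as many, the highest 1258 for cervical replicates 1 and 3 with thoracic replicate 1, which follows the sets, and the replicate block gave 0 genes (160 at an unadjusted p under 0.05 without the block and 809 with it). For male against female 1 of 10 splits gave as many in each class. With 10 splits these comparisons cannot be told apart from chance by such a share.

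*Chat* was found in 32.2% ± 8.54 of I2 nuclei, against 70.5% ± 14.8 of I1 and I3 to I6 nuclei (SD, n = 9), lower in 9 of 9 libraries, and in 15.5% ± 12.8 of I7 nuclei, against 64.3% ± 12.9 (n = 6), lower in 6 of 6. After thinning the differences were -36.8 points for I2 and -42.1 points for I7. The totals within a library had been made alike by the authors' correction, so thinning does not test the depth of the clusters before it, and depth stays open. *Slc5a7* was found in 18.8% of I2 and 8.45% of I7 nuclei, against 70.6% and 64.9% of I1 and I3 to I6 nuclei of the same libraries, and in 5.67% of nuclei of I8, which was left out of this comparison and had *Chat* in 49.7% (n = 8). *Gad2* was found in 74.8% of I2 nuclei, against 43.6%, and in 34.8% of I7 nuclei, against 40.8%, lower in 5 of 6 libraries, while *Gad1* and *Slc32a1* were found in 40.4% and 25.2% of I7 nuclei, against 32.1% and 16.9%, each lower in 1 of 6. *Slc6a5* and *Slc17a6* were found in 14.9% and 3.01% of I2 nuclei, against 30.0% and 7.15%, each lower in 9 of 9 libraries. *Ache* was found in 24.6% of I2 nuclei, against 36.1%, lower in 9 of 9 libraries. In I7 its share was 32.8%, against 33.2%, lower in 3 of 6. The shares of *Chat* and *Slc5a7* lie between those of a cholinergic cluster and none. Clusters that are not cholinergic, doublets of such nuclei and a lower level of cholinergic genes therefore cannot be told apart by them. The level in nuclei that are not cholinergic was not measured here. A biological difference between the clusters stays open, as untested.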
